# Simultaneous cyclin D1 overexpression and p27^kip1^ knockdown enable robust Müller glia cell cycle reactivation in uninjured mouse retina

**DOI:** 10.7554/eLife.100904

**Published:** 2025-04-03

**Authors:** Zhifei Wu, Baoshan Liao, Julia Ying, Jan Keung, Zongli Zheng, Virpi Ahola, Wenjun Xiong

**Keywords:** retina, regeneration, Müller glia, cell cycle regulator, cyclin D1, p27^kip1^, Mouse

## Abstract

Harnessing the regenerative potential of endogenous stem cells to restore lost neurons is a promising strategy for treating neurodegenerative disorders. Müller glia (MG), the primary glial cell type in the retina, exhibit extraordinary regenerative abilities in zebrafish, proliferating and differentiating into neurons post-injury. However, the regenerative potential of mouse MG is limited by their inherent inability to re-enter the cell cycle, constrained by high levels of the cell cycle inhibitor p27^Kip1^ and low levels of cyclin D1. Here, we report a method to drive robust MG proliferation by adeno-associated virus (AAV)-mediated cyclin D1 overexpression and p27^Kip1^ knockdown. MG proliferation induced by this dual targeting vector was self-limiting, as MG re-entered cell cycle only once. As shown by single-cell RNA-sequencing, cell cycle reactivation led to suppression of interferon signaling, activation of reactive gliosis, and downregulation of glial genes in MG. Over time, the majority of the MG daughter cells retained the glial fate, resulting in an expanded MG pool. Interestingly, about 1% MG daughter cells expressed markers for retinal interneurons, suggesting latent neurogenic potential in a small MG subset. By establishing a safe, controlled method to promote MG proliferation in vivo while preserving retinal integrity, this work provides a valuable tool for combinatorial therapies integrating neurogenic stimuli to promote neuron regeneration.

## Introduction

Müller glia (MG) are the last cell type generated by the retinal progenitor cells (RPCs) during development and exhibit a gene expression profile similar to that of late RPCs (Jadhav et al., 2009; Roesch et al., 2012). In teleost fish and amphibians, MG respond rapidly to retinal injury, undergoing robust proliferation and regenerating lost retinal neurons from MG-derived progenitor cells (Hamon et al., 2016; Todd and Reh, 2022b). In contrast, the proliferative and neurogenic ability of MG in response to injury in mammals is severely limited, failing to mediate retinal self-repair (Karl et al., 2008). Recent investigations have achieved great success in mammalian retinal regeneration by stimulating MG reprogramming through a single or combination of transcription factors (Jorstad et al., 2017; Le et al., 2024a; Le et al., 2024b; Todd et al., 2021; Todd et al., 2022a). Other studies have shown that the quiescent state of MG can be overridden by upstream signaling pathways such as Wnt and Hippo (Yao et al., 2016; Hamon et al., 2019; Rueda et al., 2019). Activation of Wnt signaling by forced expression of β-catenin in adult mouse MG promoted spontaneous cell cycle re-entry in uninjured retinas (Yao et al., 2016). Moreover, it was demonstrated that bypassing the Hippo pathway in mouse MG led to spontaneous re-entry into the cell cycle and reprogramming into a progenitor cell-like state (Hamon et al., 2019; Rueda et al., 2019). These findings suggest that the re-entry of MG into the cell cycle, which is the first step of MG-mediated retinal regeneration in zebrafish, could be unlocked in mammalian retinas.

The cell cycle of MG is mainly regulated by cyclins and cyclin-dependent kinases (CDKs). Cyclins bind to CDKs to form cyclin-CDK complexes to promote cell cycle progression. During retinal development, the expression of D-type cyclins (cyclins D1, D2, and D3) is tightly regulated (Barton and Levine, 2008; Dyer and Cepko, 2001; Trimarchi et al., 2008). Among these, cyclin D1, encoded by the *Ccnd1* gene, is the predominant D-type cyclin in the developing retina and is highly expressed in the RPCs but absent in differentiated cells (Barton and Levine, 2008; Trimarchi et al., 2008). Mice lacking *Ccnd1* have small eyes and hypocellular retinas due to reduced RPC proliferation (Fantl et al., 1995; Sicinski et al., 1995), which cannot be compensated by *Ccnd2* and *Ccnd3* (Das et al., 2012; Das et al., 2009). Negative regulators of the cell cycle are CDK inhibitors (CDKIs), which include the INK4 (p16^INK4a^, p15^INK4b^, p18^INK4c^, and p19^INK4d^) and CIP/KIP families (p21^Cip1^, p27^Kip1^, and p57^Kip2^) (Reynisdóttir et al., 1995). The CDKIs inhibit cell cycle progression by binding to and inactivating the cyclin-CDK complexes (Besson et al., 2008), and they regulate the proliferation in distinct RPCs (Dyer and Cepko, 2000; Dyer and Cepko, 2001; Levine et al., 2000). P27^Kip1^ inhibits the cyclin D-CDK complex to enter the S phase. Following acute retinal damage in mice, a very small number of MG re-enter the cell cycle, coincident with the downregulation of p27^Kip1^ or upregulation of cyclin D1 (Dyer and Cepko, 2001; Hamon et al., 2019; Rueda et al., 2019; Yao et al., 2016). However, this process is transient, as cyclin D1 expression rapidly returns to the basal level (Hamon et al., 2019; Rueda et al., 2019).

In this study, we propose that targeting the two key regulators of the cell cycle, cyclin D1 and p27^kip1^, can effectively induce MG cell cycle re-entry. Our findings demonstrate that simultaneously reducing p27^Kip1^ and increasing cyclin D1 in MG using a single AAV vector has a strong synergistic effect on promoting MG proliferation in uninjured adult mouse retinas. MG proliferation induced by this treatment is robust and self-limiting, as MG undergo a single round of cell division rather than unlimited proliferations. Through single-cell RNA sequencing (scRNA-seq), we observed that cell cycle reactivation leads to the downregulation of the interferon (IFN) pathways in the MG and suppression of the MG genes. By RNA in situ hybridization and immunostaining, we showed that MG partially and temporally suppressed their glial cell fate, while the majority of MG regained the normal glial identify by 4 months post-CCA treatment. A few EdU+ MG daughter cells in the inner nuclear layer (INL) express the bipolar cell marker Otx2 or the amacrine cell marker HuC/D, suggesting rare de novo neurogenesis from MG. Importantly, MG cell cycle reactivation does not disrupt retinal structure or impair retinal function, as the treatment did not deplete the MG from the retina or cause neoplasia. In summary, our results showed that downregulating p27^Kip1^ and upregulating cyclin D1 stimulate MG proliferation, and it is possible to combine this approach with other factors that promote regeneration to enhance retinal repair mediated by MG.

## Results

### Simultaneous p27^Kip1^ downregulation and cyclin D1 overexpression drive robust MG proliferation in the uninjured mouse retina

To test the hypothesis that adult mouse MG are kept in a quiescent state by high levels of p27^Kip1^ and low levels of cyclin D1, we examined whether spontaneous MG proliferation could be activated by directly changing the levels of these two downstream cell cycle regulators. To drive MG-specific gene expression, adeno-associated virus (AAV)-mediated transgene expression was controlled by a promoter sequence cloned from the human *glial fibrillary acidic protein* (*GFAP*) gene (Figure 1A, Figure 1—figure supplement 1A; Lee et al., 2008). AAV serotype 7m8 vectors were injected intravitreally into the eyes of C57BL/6J mice on postnatal day 6 (P6), when the majority of MG are born and start differentiation, and GFP reporter expression could be detected at 3 days post-AAV injection (Figure 1—figure supplement 1B). Our close examination showed that this *GFAP* promoter drives transgene expression specifically in MG but not in astrocytes (Figure 1—figure supplement 1C–F).

**Figure 1.**
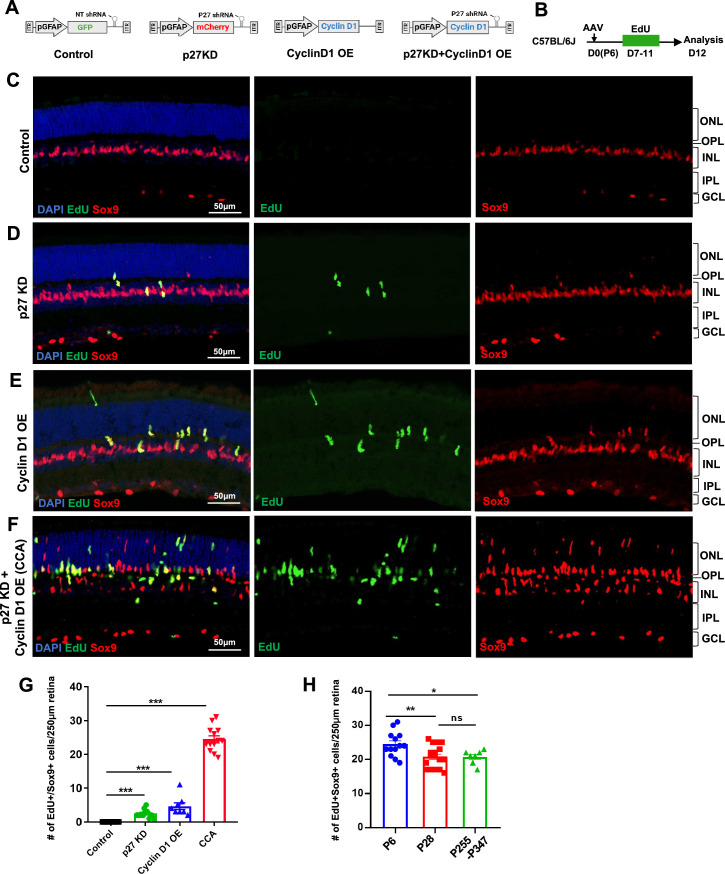
Simultaneous p27^Kip1^ downregulation and cyclin D1 overexpression drive robust Müller glia (MG) proliferation in the uninjured mouse retina. (**A**) Schematic representations of adeno-associated virus (AAV) vectors used in this study. AAV-GFAP-GFP-non-target (NT) shRNA for control, AAV-GFAP-mCherry-p27 shRNA for p27^kip1^ knockdown (KD), AAV-GFAP-cyclin D1 for cyclin D1 overexpression (OE), and AAV-GFAP-cyclin D1-p27 shRNA for p27^kip1^ KD and cyclin D1 OE. (**B**) Experimental design. Mice received an intravitreal AAV injection on postnatal day 6 (P6), designated as D0, and daily 5-ethynyl-2’-deoxyurdine (EdU) injections intraperitoneally from D7 to D11. (**C–F**) Analysis of EdU incorporation with Sox9 co-labeling in uninjured mouse eyes injected with indicated viruses. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. (**G**) Quantification of EdU+Sox9+ cells per 250 µm high infection areas. Control (n=8 eyes), p27^kip1^ KD (n=11 eyes), cyclin D1 OE (n=8 eyes), CCA (n=14 eyes). (**H**) Quantification of EdU+Sox9 + cells per 250 µm high infection areas in retinas injected with CCA at indicated ages: P6 (n=13), P28 (n=17), and P255-P347 (n=7). Five EdU injections were given intraperitoneally from D7 to D11 post-CCA injection, and retinas were harvested for EdU analysis on D12. Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ns = not significant (one-way ANOVA with Tukey’s post hoc test) (**G–H**).

**Figure 1—figure supplement 1.**
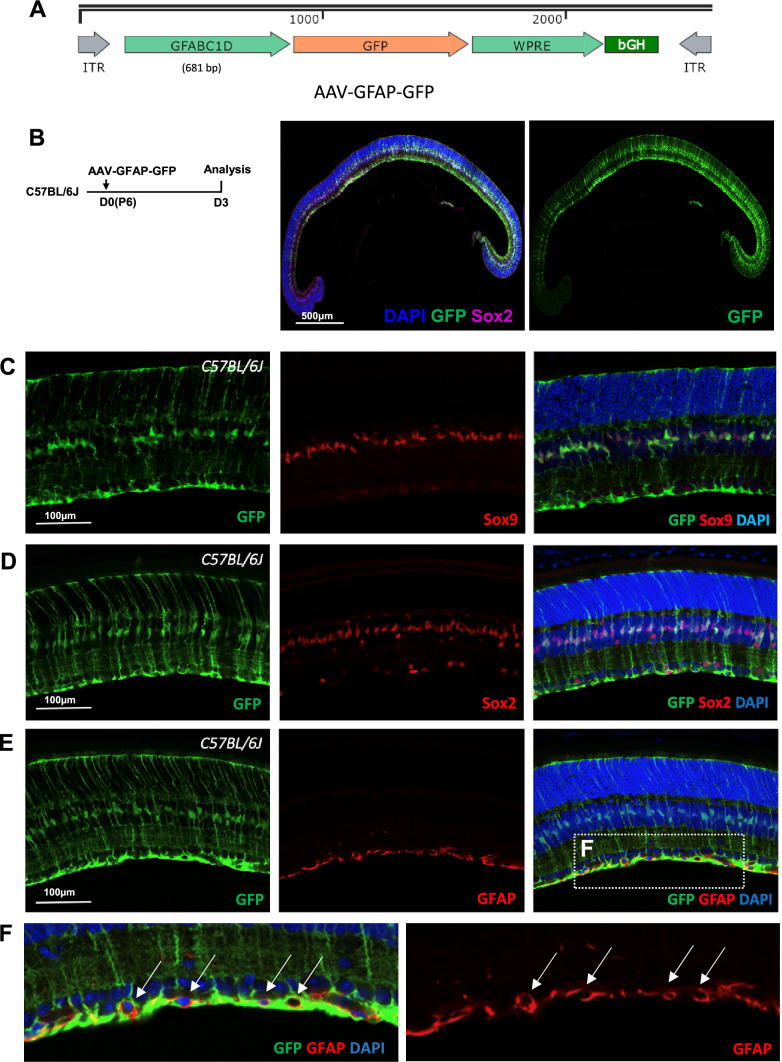
Specific GFP expression in Müller glia (MG) of mouse eyes intravitreally injected with AAV-GFAP-GFP vector. (**A**) Schematic diagram of the AAV-GFAP-GFP vector genome. The promoter sequence was the GFABC_1_D region of human glial fibrillary acidic protein (GFAP) gene promoter. (**B**) Mouse retinas infected by AAV-GFAP-GFP virus via intravitreally injection on P6, and GFP expression started as early as 3 days post-injection. (**C–F**) Immunohistochemistry of MG marker Sox9 (**C**) and Sox2 (**D**), as well as astrocyte marker GFAP (**E–F**). (**F**) Zoomed-in image of the boxed area in E’’, illustrating that GFP+ MG end feet encircle GFAP-stained astrocytes (arrows). GFP signal and the GFAP staining did not colocalize, indicating that AAV-GFAP-GFP specifically label MG rather than astrocytes. AAV, adeno-associated virus.

**Figure 1—figure supplement 2.**
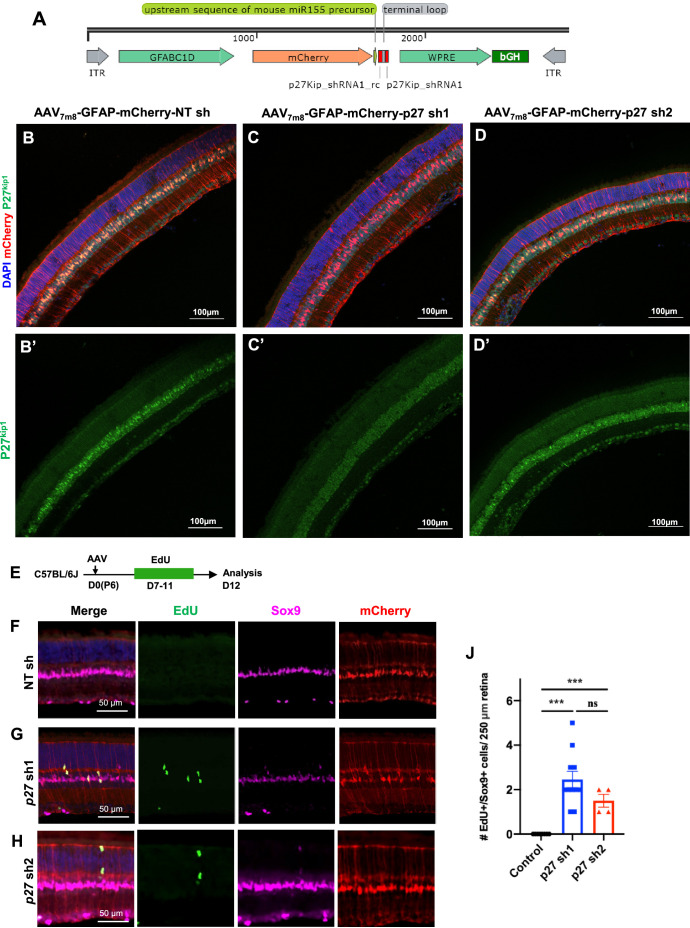
Downregulation of p27^kip1^ expression in Müller glia (MG) by AAV-GFAP-mCherry-p27 shRNA1/2 vector. (**A**) Schematic diagram of the AAV-GFAP-mCherry-p27 shRNA vector genome. *P27* shRNA was cloned in the mouse miR155 cassette and inserted in the 3’UTR of mCherry. (**B–D**) Immunohistochemistry for p27^kip1^ in retinas infected with AAV-GFAP-mCherry-NT shRNA (**B**), AAV-GFAP-mCherry-p27 shRNA1 (**C**), and AAV-GFAP-mCherry-p27 shRNA2 (**D**). *p27* sh1 with higher p27^kip1^ knockdown efficiency was used in this study. (**E**) Experimental design of 5-ethynyl-2’-deoxyurdine (EdU) assay. (**F–H**) Representative images of retinas infected with various AAV vectors expressing different shRNAs. (**J**) Quantification of EdU+Sox9+ cells in retinas injected with AAV-NT shRNA (n=8), AAV-p27 shRNA1 (n=11), and AAV-p27 shRNA2 (n=4). Data presented as mean ± SEM. ns = not significant, ***p<0.001 (one-way ANOVA analysis with post hoc Tukey’s test). AAV, adeno-associated virus.

**Figure 1—figure supplement 3.**
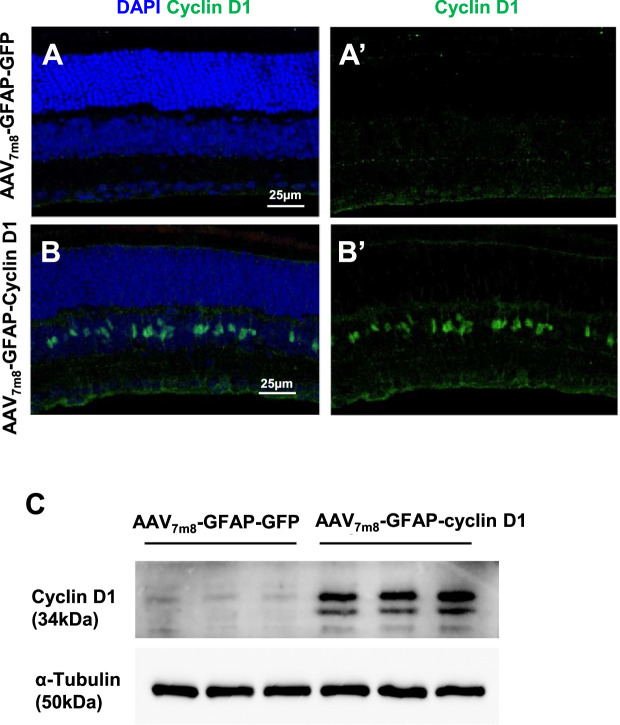
Müller glia (MG)-specific upregulation of cyclin D1 in mouse retina infected with AAV-GFAP-cyclin D1. (**A–B**) Immunostaining for cyclin D1 in retinas infected with either control AAV-GFAP-GFP vector (**A**) or AAV-GFAP-cyclin D1 (**B**). (**C**) Western blot analysis confirming cyclin D1 overexpression in AAV-GFAP-cyclin D1-injected retinas. The retinal lysate from one mouse retina per lane. AAV, adeno-associated virus. Figure 1—figure supplement 3—source data 1.PDF file containing original western blots for panel C, indicating the relevant bands and virus treatment. Figure 1—figure supplement 3—source data 2.Original files for western blots displayed in panel C.

**Figure 1—figure supplement 4.**
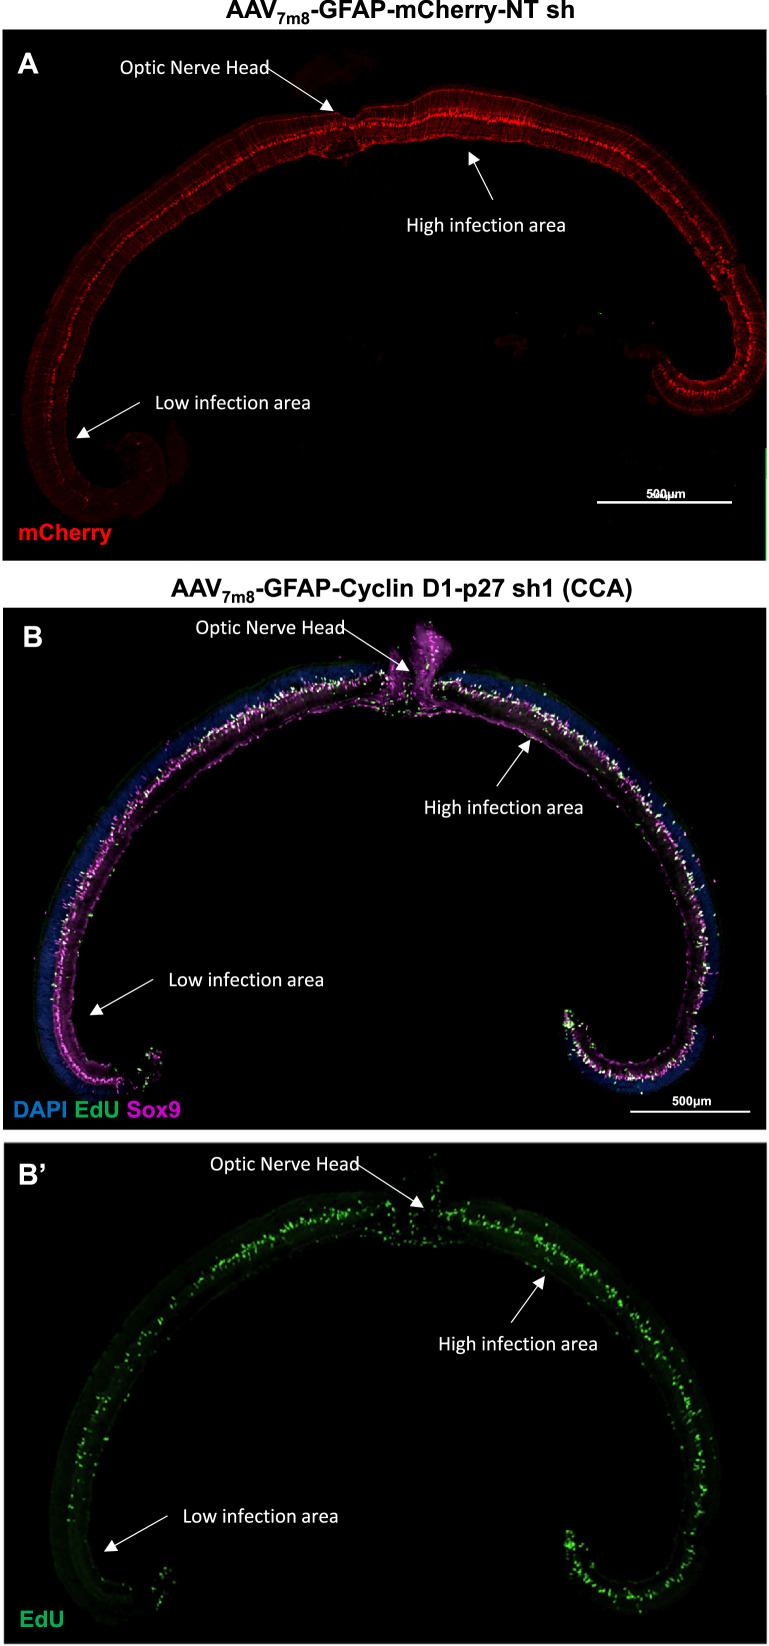
Infection pattern of intravitreally delivered adeno-associated virus (AAV) vector. (**A**) Whole retinal cross-section demonstrating typical infection pattern by AAV-GFAP-mCherry-NT shRNA vector, with strong mCherry expression indicating high infection efficiency in the central retina. (**B**) Distribution of EdU+ cells across the retinal section, showing nonuniformity. Mouse eyes were infected by cell cycle activator (CCA) vector via intravitreal injection on P6, and proliferating Müller glia (MG) were labeled by five EdU injections from day 7 to 11 post-CCA injection. EdU+ cell hotspot typically located near the optic nerve head.

**Figure 1—figure supplement 5.**
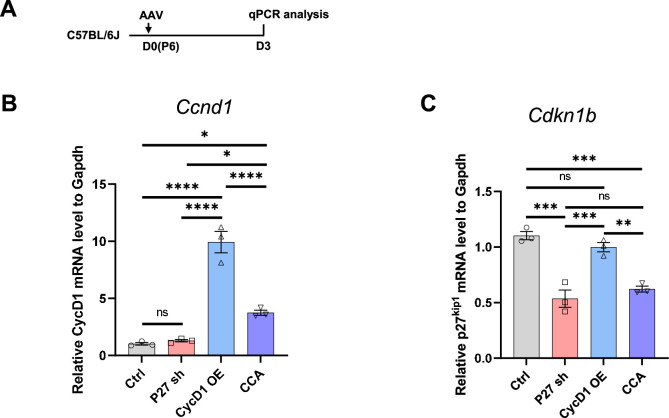
Comparison of cyclin D1 overexpression and p27^kip1^ knockdown efficiencies by different viruses. (**A**) Experimental design. (**B–C**) Quantitative PCR results for *Ccnd1* (**B**) and *Cdkn1b* (**C**) in retinas from different treatment groups, showing more efficient cyclin D1 overexpression driven by AAV-GFAP-cyclin D1 compared to cell cycle activator (CCA). p27^kip1^ knockdown efficiency by AAV-GFAP-mCherry-p27 shRNA1 was comparable to that of CCA. Data presented as mean ± SEM, n=3. ns = not significant, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 (one-way ANOVA with post hoc Tukey’s test).

**Figure 1—figure supplement 6.**
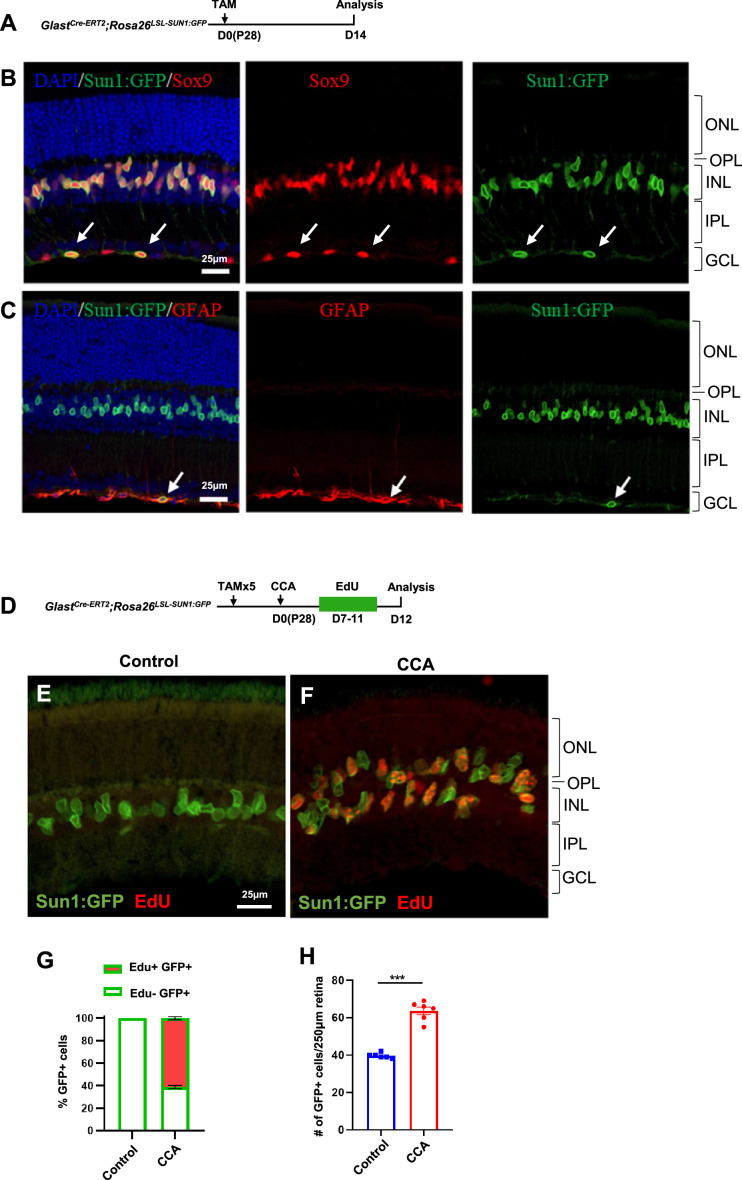
Characterization of Müller glia (MG) proliferation in *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* transgenic mice. (**A**) Experimental design. (**B–C**) Immunohistochemistry against MG marker Sox9 (**B**) and astrocyte marker GFAP (**C**) in retinas of *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* mice, where GFAP expression was low in MG in uninjured retinas. Arrows indicate Sun1:GFP positive astrocytes in the ganglion cell layer (GCL), which expressed high levels of GFAP. (**D**) Experimental design. (**E–F**) 5-Ethynyl-2’-deoxyurdine (EdU) incorporation analysis in retinas following control (**E**) or cell cycle activator (CCA) (**F**) treatment. (**G**) Quantification of EdU+GFP+ and EdU–GFP+ cell percentages in high infection areas of *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* retinas injected with CCA. (**H**) Quantification of total GFP+ MG per 250 µm in high infection areas. Data presented as mean ± SEM, n=6. ***p<0.001 (unpaired two-tailed Student’s t-test).

To examine the effect of p27^Kip1^ and cyclin D1 levels on MG proliferation, wild-type mice were infected with control AAV or AAV that knocked down p27^Kip1^ and/or overexpressed cyclin D1 at P6 and received intraperitoneal injections of 5-ethynyl-2’-deoxyurdine (EdU) for 5 consecutive days, from P13 to P17, to label the MG that had entered the S phase of the cell cycle (Figure 1A and B). In the control retinas that were infected by AAV_7m8_-GFAP-GFP-non-target (NT) shRNA, all MG, which were positive of Sox9 expression, were negative of EdU labeling (Figure 1C). When the retina was infected by AAV_7m8_-GFAP-mCherry-p27 shRNA1, which expressed a highly efficient *p27* shRNA1, a small number of MG cells re-entered the cell cycle (Figure 1D and G, Figure 1—figure supplement 2); however, the vast majority of MG remained in a quiescent state. Overexpressing cyclin D1 alone through AAV_7m8_-GFAP-cyclin D1 infection stimulated a subset of MG cells to proliferate, resulting in a threefold increase in the number of EdU+ MG cells compared to p27^Kip1^ knockdown (Figure 1E and G, Figure 1—figure supplement 3). Due to the uneven efficiency of AAV infection across the retina, quantification was performed in the region with the highest infection levels (Figure 1—figure supplement 4). Finally, the AAV_7m8_-GFAP-cyclin D1-p27 shRNA1 vector, which simultaneously overexpressed cyclin D1 and suppressed p27^Kip1^, had the most significant impact on MG proliferation, with a fivefold increase in EdU+Sox9+ cells compared to cyclin D1 overexpression alone (Figure 1F and G). The differences in MG proliferation across groups were not due to variations in virus infection efficacy, as confirmed by measuring p27^Kip1^ knockdown and cyclin D1 overexpression levels by quantitative PCR (Figure 1—figure supplement 5). A transgenic mouse line *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^*, in which MG nuclei were labeled by nuclear membrane-bound GFP (Figure 1—figure supplement 6A–C), was used to quantify the percentage of MG that re-entered the cell cycle. In the retinal area where viral infection rate was the highest, approximately 45% of Sun1:GFP+ MG were EdU positive, and the total number of MG increased by about 50% (Figure 1—figure supplement 6D–H), indicating that nearly half of the MG cells re-entered the cell cycle. As the AAV_7m8_-GFAP-cyclin D1-p27 shRNA1 vector enables such robust MG proliferation, we refer to it as the cell cycle activator (CCA) for short.

Previous research has shown that the ability of retina to regenerate by various stimuli declines with the age of the mice (Löffler et al., 2015; Ueki et al., 2015). We compared the efficiency of CCA in driving MG proliferation in young (P28) and older adult mouse (P255-P347) retinas to that in P6 pups (Figure 1H). Remarkably, MG proliferation induced by CCA remained robust in adult mice (Figure 1H). These findings suggest that CCA efficiently drives MG proliferation irrespective of the age of the mice. The synergistic effect of cyclin D1 overexpression and p27^Kip1^ knockdown on MG proliferation suggest that both low levels of p27^Kip1^ and high levels of cyclin D1 are required for postmitotic MG to re-enter the cell cycle.

### MG proliferation driven by CCA is self-limiting

Concerned that p27^Kip1^ suppression and cyclin D1 overexpression may lead to uncontrolled cell proliferation and retinal tumorigenesis, we analyzed the proliferative capacity of MG driven by CCA. First, we examined the duration of MG proliferation after CCA treatment by a time-course EdU incorporation assay. Starting on various days after the CCA treatment, mice received two injections of EdU to label the cells that were undergoing proliferation (Figure 2A). The result revealed that MG proliferation started as quickly as the third day after CCA injection, reached its peak around the fifth day, followed by a gradual decrease (Figure 2A). By 2 weeks post-CCA injection, only a few MG were observed re-entering the cell cycle. Two months post-CCA injection, MG proliferation had mostly ceased (Figure 2A). These findings suggest that MG proliferation was largely completed within 2 weeks post-CCA treatment. In addition, an EdU/5-bromo-2' deoxyuridine (BrdU) double-labeling assay was performed to examine whether MG undergoes one or multiple cell divisions after CCA treatment. Five injections of EdU were given from day 1 to 5 post-CCA treatment, followed by five BrdU injections from day 6 to 10 post-CCA treatment (Figure 2B). Retinas were collected 1 day after the last BrdU injection to evaluate if any MG continuously entered the S phase of the cell cycle. While there were a number of cells positive for EdU or BrdU, no cells were co-labeled with EdU and BrdU (Figure 2B and C), indicating that no MG underwent two cell divisions. Finally, we utilized the *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mouse line to label MG sparsely with a low dose of tamoxifen induction (Figure 2D, Figure 2—figure supplement 1). At 4 weeks post-CCA injection, we observed either single MG or pairs of MG in close proximity, but no clusters of three or more cells (Figure 2E and F). The results of these experiments suggest that MG undergo only one cell division following CCA treatment.

**Figure 2.**
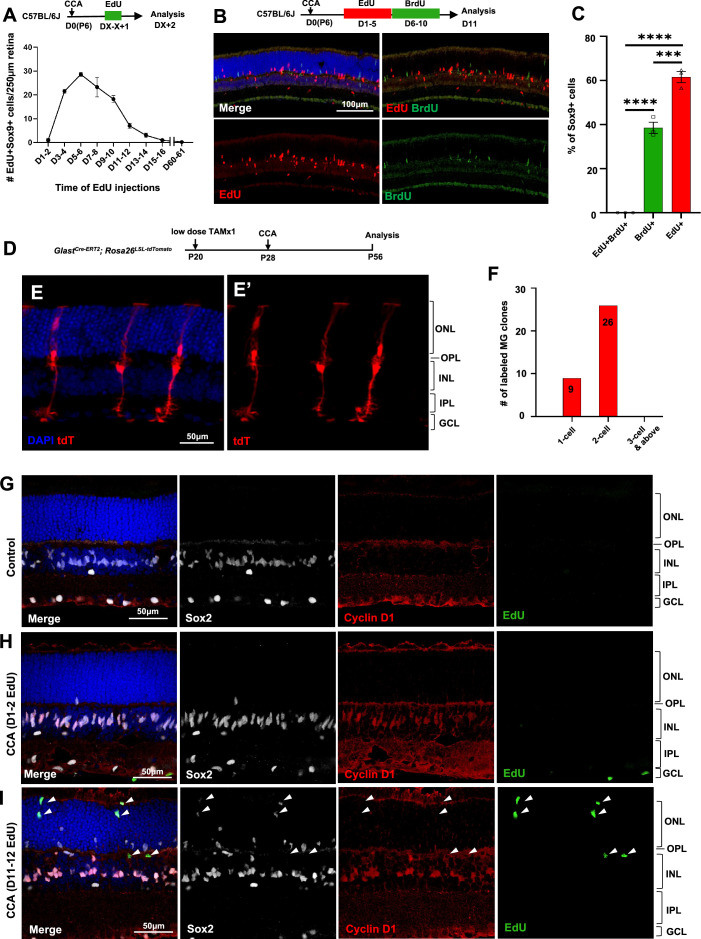
Müller glia (MG) proliferation induced by cell cycle activator (CCA) is self-limiting. (**A**) Time-course analysis of MG proliferation following CCA injection. 5-Ethynyl-2’-deoxyurdine (EdU) was administered for 2 consecutive days, starting at various days post-CCA injection, with samples harvested 1 day after the second EdU injection. Data are presented as mean ± SEM (n≥4). (**B**) Analysis of cells labeled with EdU and 5-bromo-2' deoxyuridine (BrdU). (**C**) Quantification of the percentages of EdU+BrdU−, EdU−BrdU+, and EdU+BrdU+ cells of the total Sox9+ cells. Data are presented as mean ± SEM (n=3). ***p<0.001, ****p<0.0001 (one-way ANOVA with Tukey’s post hoc test). (**D**) Experimental design. (**E**) A representative image of sparsely labeled MG in the *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mouse retina. (**F**) Quantification of the numbers of 1-cell, 2-cell, and larger clones in ten 250 µm hotspot areas from four retinas infected with CCA. (**G–I**) Eye samples from the time-course EdU analysis (**A**) were stained for cyclin D1 and Sox2. Representative retinal sections from uninjected eyes (**G**), mice with EdU injections at D1–2 and harvest at D3 (**H**), and mice with EdU injections at D11–12 and harvest at D13 (**I**). Arrowheads point out the EdU+ cells that are negative for cyclin D1 staining. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

**Figure 2—figure supplement 1.**
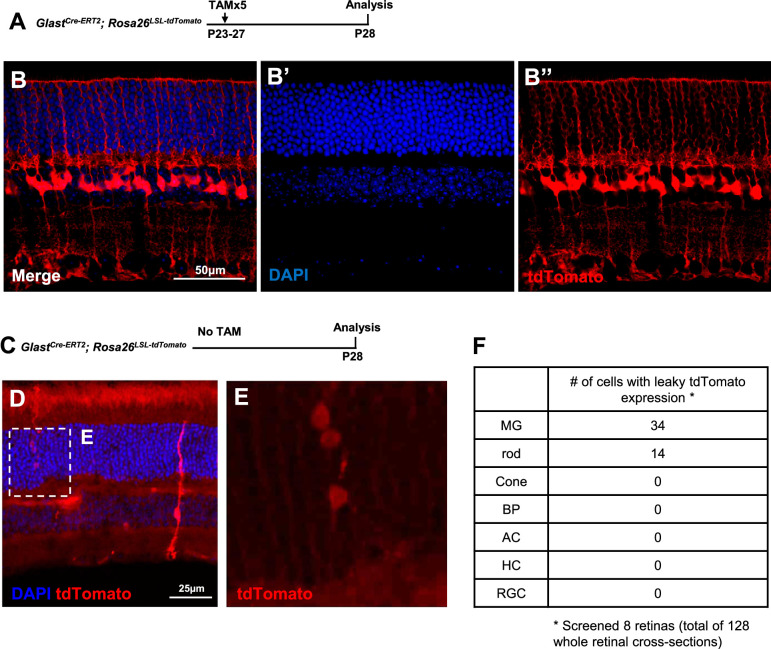
Characterization of Müller glia (MG) labeling and leaky expression in *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* transgenic mice. (**A**) Experimental design. (**B**) MG were labeled by tdTomato in retinas of *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mice treated with five tamoxifen injections from P23 to P27. (**C**) Experimental design. (**D–E**) Characterization of leaky expression of *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mouse retina without tamoxifen induction. The boxed area in B is enlarged in C. Leaky expression was observed in MG as well as rods at very low incidence. (**F**) Quantification of tdTomato-positive cells in retina without TAM injection. A total of 128 retinal sections from 8 retinas were examined. 34 MGs and 14 rod cells labeled by leaky tdTomato expression were found in all sections after careful examination.

**Figure 2—figure supplement 2.**
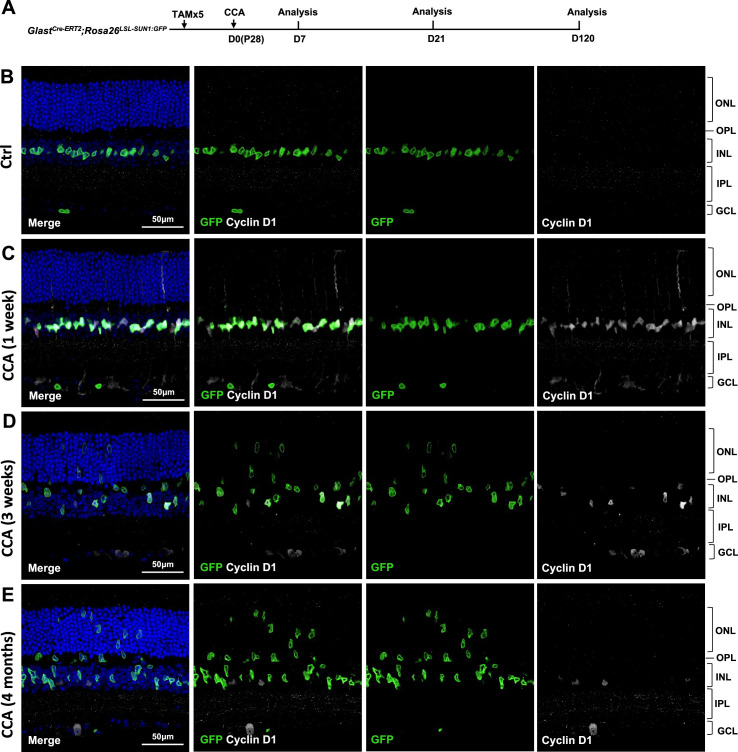
Analysis of cyclin D1 expression at different days post-cell cycle activator (CCA) injection on P28. (**A**) Experimental design. (**B–E**) Immunohistochemical analysis of cyclin D1 in *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* mouse retinal sections at 1 week, 3 weeks, and 4 months post-CCA injection.

**Figure 2—figure supplement 3.**
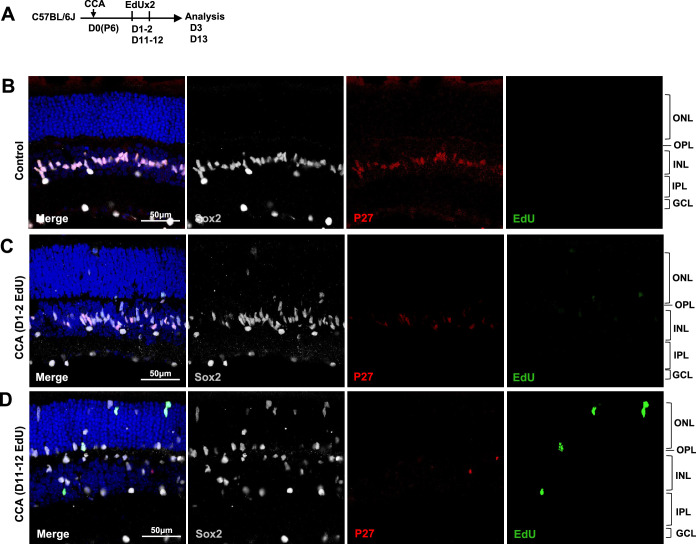
Analysis of p27^kip1^ expression at different days post-cell cycle activator (CCA) injection on P6. (**A**) Experimental design. (**B–D**) Analysis of 5-ethynyl-2’-deoxyurdine (EdU) incorporation co-labeled with p27^kip1^ and Müller glia (MG)-specific marker Sox2 in the retinas received two EdU injections on D1–2 (**C**) and D11–12 (**D**) post-CCA treatment. Control retinas received EdU injections on D11–12 without CCA treatment on D0.

**Figure 2—figure supplement 4.**
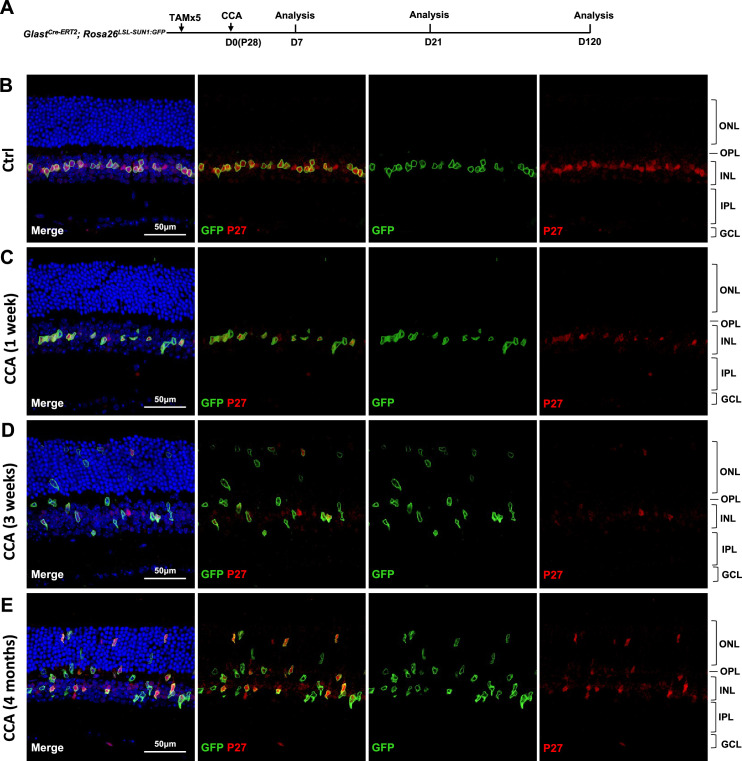
Analysis of p27^kip1^ expression at different days post-cell cycle activator (CCA) injection on P28. (**A**) Experimental design. (**B–E**) Immunohistochemical analysis of p27^kip1^ expression in *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* mouse retinal sections at 1 week, 3 weeks, and 4 months post-CCA injection.

We asked why CCA did not drive MG to undergo multiple rounds of cell proliferation. We immunostained the retinal samples harvested for the time-course MG proliferation study (Figure 2A). Cyclin D1 was undetectable in MG of control retinas (Figure 2G), but it was robustly overexpressed in the majority of MG within the INL by 3 days post-CCA injection (Figure 2H). By a later time point, cyclin D1 expression had disappeared in the EdU+ MG that had migrated to the ONL (Figure 2I, arrowheads). The other EdU– MG in the ONL, which were likely the cells that have proliferated prior to EdU injections, also ceased to express cyclin D1 (Figure 2I). In another group of mice injected with CCA on P28, we further confirmed that the levels of cyclin D1 overexpression decreased at 3 weeks post-CCA injection and diminished at 4 months post-CCA injection (Figure 2—figure supplement 2). In comparison, p27^Kip1^ suppression by CCA lasted longer, as p27^Kip1^ level remained low in some MG at 3 weeks and 4 months post-CCA injection (Figure 2—figure supplements 3 and 4). These results suggest that cyclin D1 overexpression ceased after the initial cell proliferation, thereby preventing MG from undergoing a second round of proliferation.

### scRNA-seq analysis of MG shows suppression of the IFN pathway by CCA

To identify changes in gene expression and possible changes in cell fate of MG and their daughter cells, we performed scRNA-seq analysis on the mouse retinas that received CCA treatment. 

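The data are droplet single-cell counts (10x Genomics 3′ chemistry) of sorted tdTomato+ cells, with 1 library for each of the control, CCA and CCANT groups. The sample labels state that 2 to 4 retinas were pooled per library, so the number of mice behind each library is not known and no test between groups was possible. Differences are given as ratios between libraries, with exact 95% Poisson intervals for counts and exact (Clopper-Pearson) 95% binomial intervals for shares of cells. These intervals cover counting error only and leave out the differences between mice. The paper and the sample labels differ on 3 points of the protocol. The paper gives the harvest as 21 days after the injection at P28, and the labels as P51, which is 23 days after it. The tamoxifen dose is 50 mg/kg from P23 in the paper and 75 mg/kg from P20 in the labels, and the shRNA of the control virus is named nontarget in the paper and LacZ in the labels. The authors counted UMIs per gene and barcode with Cell Ranger 6.1.1 on the mouse genome mm10 (GRCm38) with tdTomato and GFP added, and included intronic reads. They also deposited a table of the cells kept after quality control, in which a control cell held a median of 93.1% of the UMIs of its own library. Counts were therefore taken from the separate library matrices, which hold 32287 features, for the cells of that table. The kept cells held 95458516 UMIs in the control, 83266870 in the CCA and 70825549 in the CCANT library, with medians of 24235.5, 20710.5 and 20721.5 UMIs per cell. MG were the cells of clusters named from 9 MG markers, with cycling clusters included and clusters of mixed MG and rod transcripts left out. This gave 3719 control, 3678 CCA and 2871 CCANT MG, whose UMIs were summed per library and are given as CPM, the UMIs per 1000000 UMIs of all genes. Y-linked genes, *Xist* and *Tsix*, which the authors removed, are present in the library matrices. Of the kept control cells, 3505 of 3758 held at least 3 UMIs of 4 Y-linked genes and at most 1 *Xist* UMI, and none held the reverse, whereas the reverse was found in 3859 of 3890 CCA cells. The CCANT library held 1183 cells with Y-linked UMIs and 1718 with *Xist*, so control and CCA differ in sex as well as in treatment, and only CCANT allows a comparison within each sex.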

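GFP transcripts, which come from the control virus, were counted in each library. Control MG held 50.7 CPM of GFP (49.2 to 52.1), CCA MG 3.35 (2.96 to 3.78) and CCANT MG 2.56 (2.18 to 3.00). The log2 ratio of CCA over control was −3.92 (−4.10 to −3.74). With every cell thinned at random to 8000 UMIs, 2689 of 3692 control MG and 3527 of 3604 CCA MG held no GFP UMI, so at this depth a cell without one is not shown to lack the virus.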

To isolate MG in regions of the retina with high viral infection, CCA and a control virus AAV_7m8_-GFAP-GFP-NT shRNA were 9:1 mixed and co-injected to 4-week-old *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mice (Figure 3A). 

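Transcripts of tdTomato reached 88.9 CPM in control MG (87.1 to 90.9), 138.7 in CCA MG (136.1 to 141.3) and 97.4 in CCANT MG (94.9 to 99.9). Many cells of the sorted libraries held no tdTomato UMI, and cells of rod, cone, bipolar, amacrine and immune cell classes were among them.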

Three weeks post-infection, the retina areas with strong GFP expression were collected by dissection, and tdTomato+ MG were isolated by fluorescence-activated cell sorting (FACS) and analyzed by scRNA-seq (Figure 3A). The majority of sorted MG should be infected by CCA. 

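No feature of the matrices counts the CCA vector itself, so its reach was read from the transcript that its shRNA targets. *Cdkn1b* (ENSMUSG00000003031), which encodes p27 Kip1, lies on chromosome 6 of GRCm38 from 134920401 to 134925513 on the forward strand. The 21-base target of *p27* shRNA1, GCAAGTGGAATTTCGACTTTC, matches it from 134921092 to 134921112, in exon 1 of the transcript Cdkn1b-202, with all 21 bases in the coding sequence. The level of *Cdkn1b* was 226.3 CPM in control MG (223.3 to 229.4), 84.8 in CCA MG (82.8 to 86.8) and 106.4 in CCANT MG (103.9 to 109.0). These are log2 ratios over control of −1.42 (−1.46 to −1.38) for CCA and −1.09 (−1.13 to −1.05) for CCANT. Scaling by median-of-ratios size factors moved the CCA ratio most, to −1.49. The counts are sums over cells and do not give the share of infected MG.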

The control group was injected with the AAV_7m8_-GFAP-GFP-NT shRNA virus only (the same total concentration as the CCA group) to account for any nonspecific effect caused by virus injection and/or shRNA expression. As previous studies demonstrated that *N*-methyl-D-aspartate (NMDA)-induced retinal damage and histone deacetylase inhibitor trichostatin A (TSA) improve MG proliferation and reprogramming (Hoang et al., 2020; Jorstad et al., 2017; Rueda et al., 2019), a group of CCA-treated mice also received NMDA on day 7 and TSA on day 9 post-CCA injection (CCA+NMDA+TSA, referred to as CCANT) to enhance the reprogramming effect, if any, of CCA.

**Figure 3.**
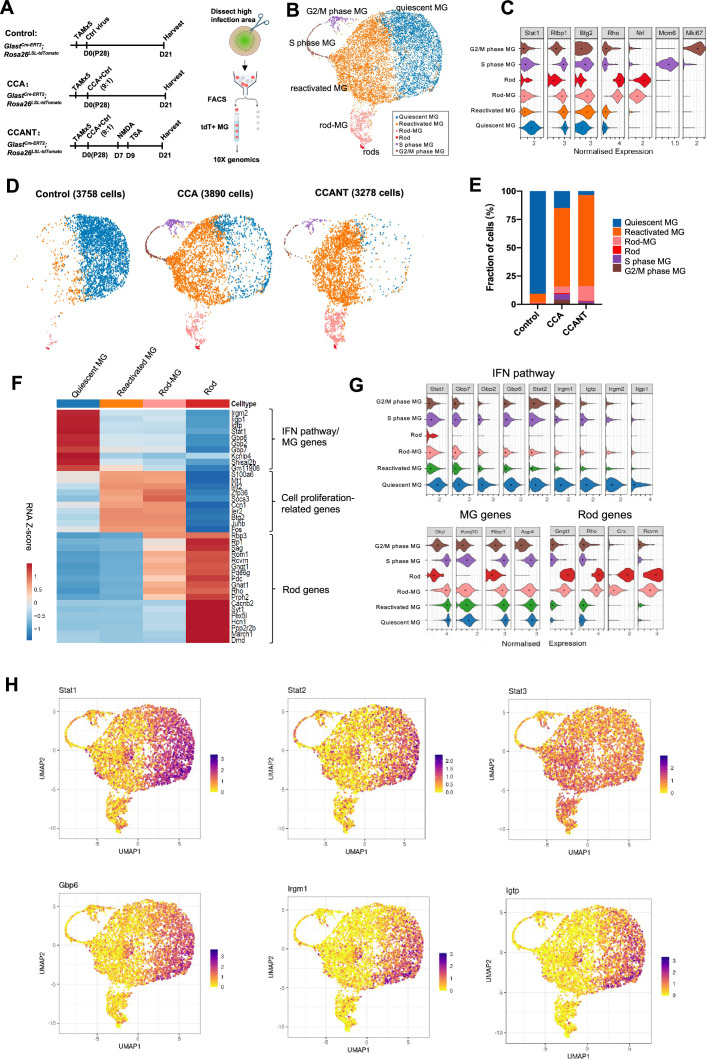
Single-cell RNA (scRNA-seq) analysis of Müller glia (MG) at 3 weeks post-CCA treatment. (**A**) Schematic illustration of the scRNA-seq experiment. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot of scRNA-seq data for all MG combined from three groups with control, CCA, or CCANT treatment, with clusters identified based on known marker gene expression. (**C**) Violin diagram showing expression of retinal cell markers in different cell clusters. (**D**) Split UMAP plots of control, CCA, and CCANT groups. (**E**) Proportions of cell clusters within control, CCA, and CCANT groups. (**F**) Heatmap of top differentially expressed genes (DEGs) between cell clusters. Cell clusters are shown in columns, and genes are in rows. Color scale denotes Z score of the normalized gene expression levels. (**G**) Violin diagram illustrating the expression of interferon (IFN) pathway genes, MG genes, and rod genes across different cell clusters. (**H**) Feature plots showing normalized gene expression of *Stat1, Stat2, Stat3, Gbp6, Irgm1*, and *Igtp* in different cell clusters. CCA, cell cycle activator; CCANT, CCA+NMDA+TSA.

**Figure 3—figure supplement 1.**
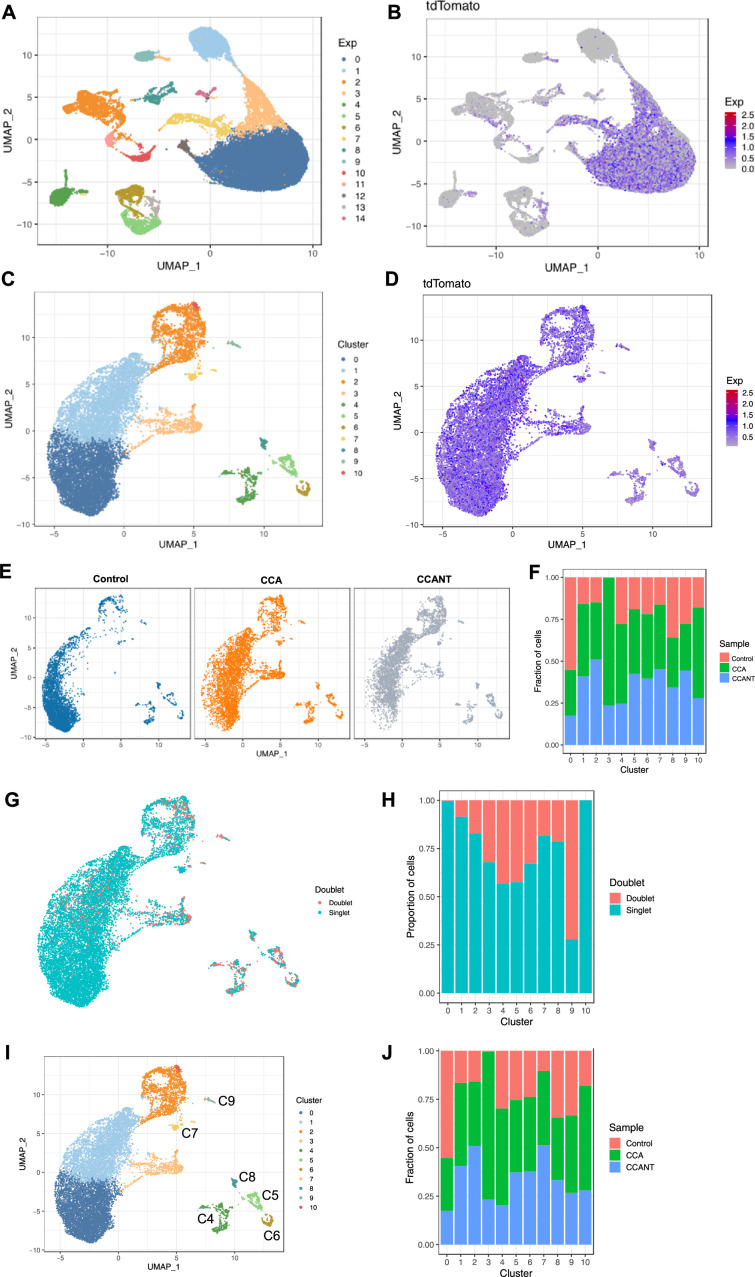
Preprocessing and filtering of single-cell RNA (scRNA) data and removal of doublet cells. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot showing the clustering of control, cell cycle activator (CCA), and CCANT-treated cells. (**B**) Feature plot showing the expression of tdTomato. (**C**) UMAP plot and clustering of control, CCA, and CCANT-treated cells after removal of tdTomato-negative cells. (**D**) Feature plot showing tdTomato expression after tdTomato-negative cell removal. (**E**) UMAP plots of control, CCA, and CCANT groups separately. (**F**) Proportions of control, CCA, and CCANT groups in the UMAP cell clusters shown in (**C**). (**G**) Feature plot indicating doublets in pink. (**H**) Proportion of doublets in all cell clusters, with cluster 9 showing over 70% doublets, indicating low quality. (**I**) Clustering of control, CCA, and CCANT-treated cells with cluster labels C4-C9. (**J**) Proportion of control, CCA, and CCANT groups in cell clusters after doublets removal.

**Figure 3—figure supplement 2.**
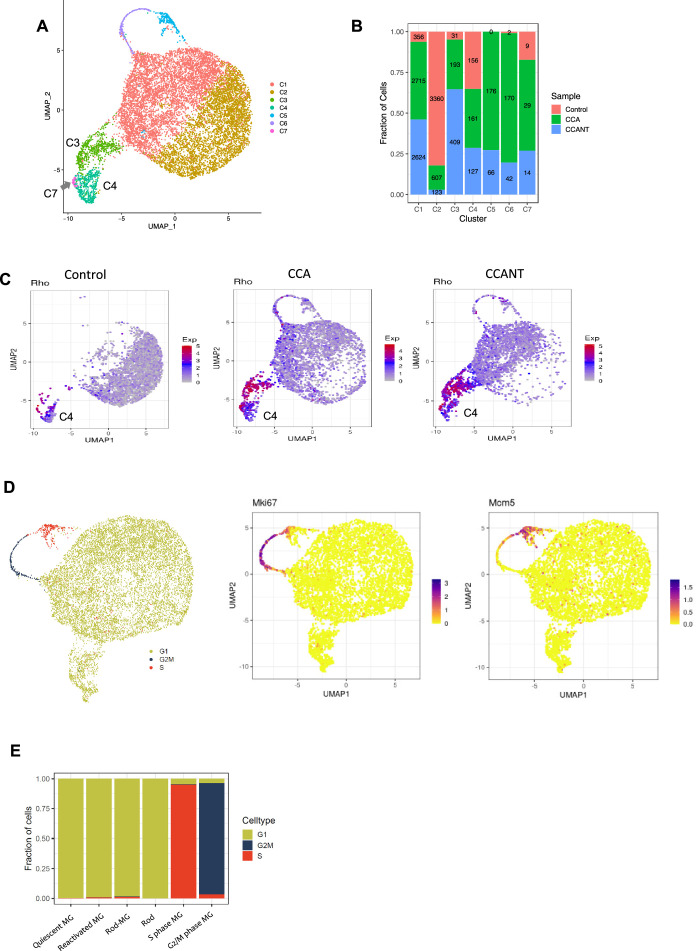
Removal of possibly contaminated cells. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot showing seven cell clusters after removing doublet cells and small clusters composed by non-Müller glia (MG) cells (C4-9 in Figure 3—figure supplement 1I and J). (**B**) Percentages and numbers of cells in three groups across seven clusters. Two clusters of MG C3 and C4 express rod genes such as *Rho*, *Gnat1*, and *Nrl*. In the C4 cluster, the percentages of cells from each group are similar, suggesting that C4 is likely a cluster of MG cells contaminated with rod processes during retinal cell isolation. This cluster was removed from further analysis. The C3 cluster was enriched in cell cycle activator (CCA) or CCANT-treated samples and was kept for further analysis. (**C**) Split feature plots showing that the cells in the cluster C4 exhibited similar proportional contributions from all three groups and expressed lower level of rod-specific genes such as *Rho* than C3. C4 was defined as contaminated cells and removed for further analysis. (**D**) UMAP plot showing the cells in the G1, G2/M, or S phase. (**E**) Proportions of cells in different cell cycle phases across six clusters.

**Figure 3—figure supplement 3.**
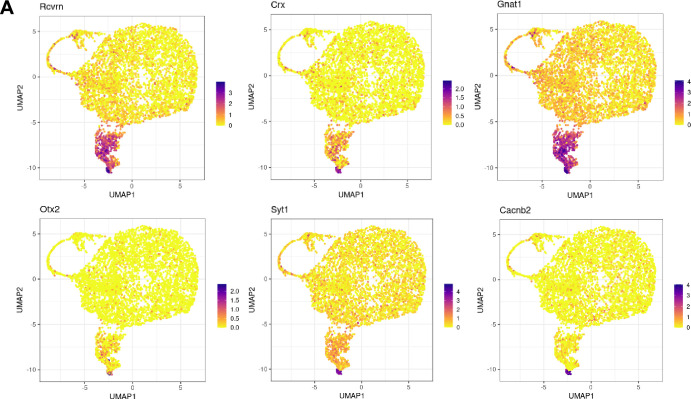
Characterization of the rod-Müller glia (MG) and rod clusters in the single-cell RNA (scRNA-seq) analysis. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots showing expression patterns of various rod genes.

**Figure 3—figure supplement 4.**
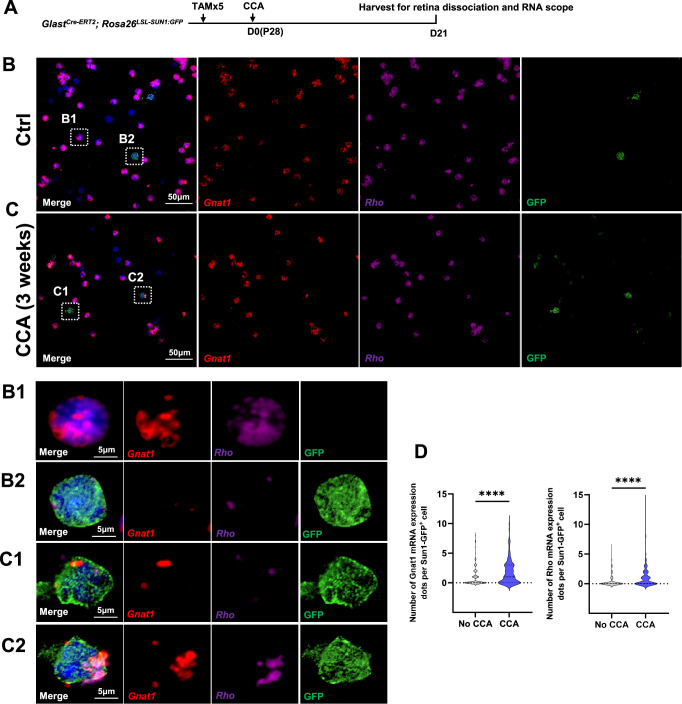
RNA in situ hybridization analysis of rod gene expression in dissociated Müller glia (MG) following cell cycle activator (CCA) treatment. (**A**) Schematic of RNA in situ hybridization analysis for rod gene expression in dissociated MG 3 weeks post-CCA treatment. (**B–C**) Expression levels of rod mRNAs (*Rho and Gnat1*) in dissociated retinas from control and CCA-treated groups. (**B1–C2**) Enlarged views of boxed regions in (**B–C**). (**D**) Quantification of *Gnat1* and *Rho* mRNA expression by dots per Sun1:GFP+ cell. Data presented as mean ± SEM, total 300 GFP+ cells were measured in two biological sample per group. ****p<0.0001 (unpaired two-tailed Student’s t-test).

**Figure 3—figure supplement 5.**
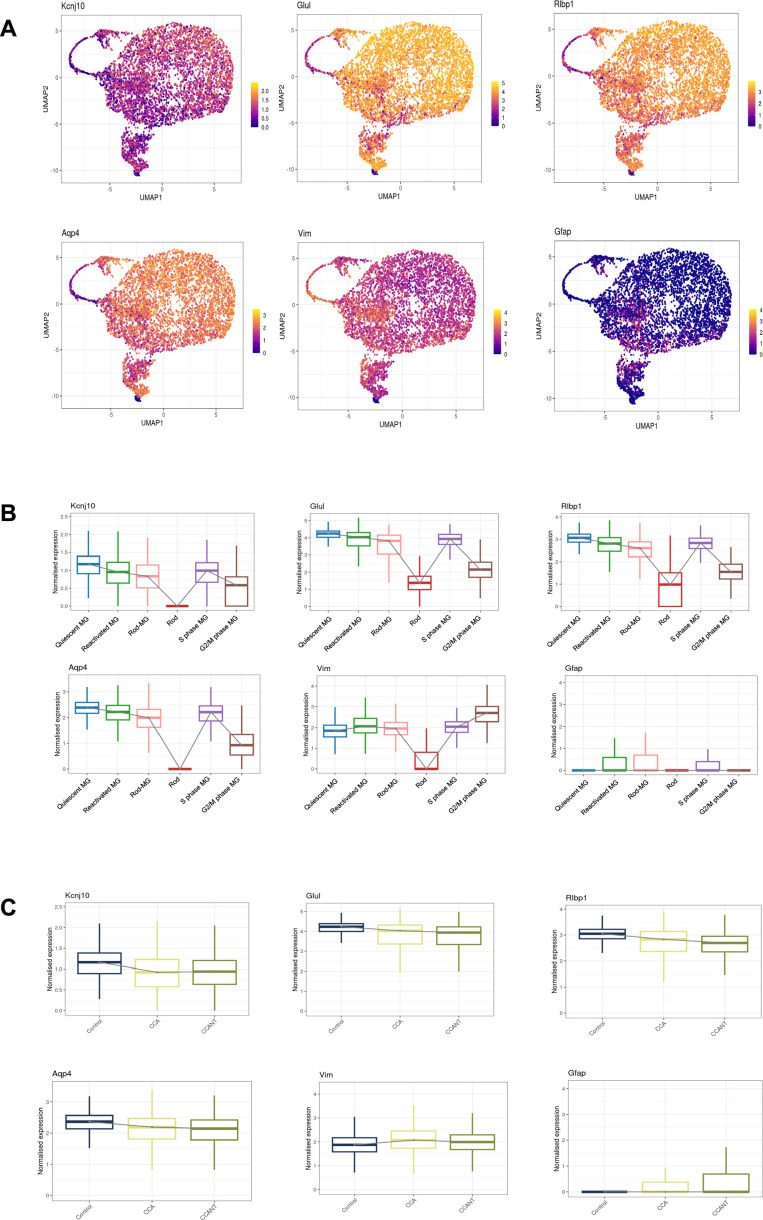
Expression level changes of Müller glia (MG) genes in reactivated MG. (**A**) Feature plots showing the expression patterns of genes associated with the quiescent state (*Kcnj10, Glul, Rlbp1,* and *Aqp4*) and the reactivated state of MG (*Vim* and *GFAP*). (**B**) Box plots showing expression levels of MG genes in different clusters. (**C**) Box plots showing expression levels of MG genes in different groups.

**Figure 3—figure supplement 6.**
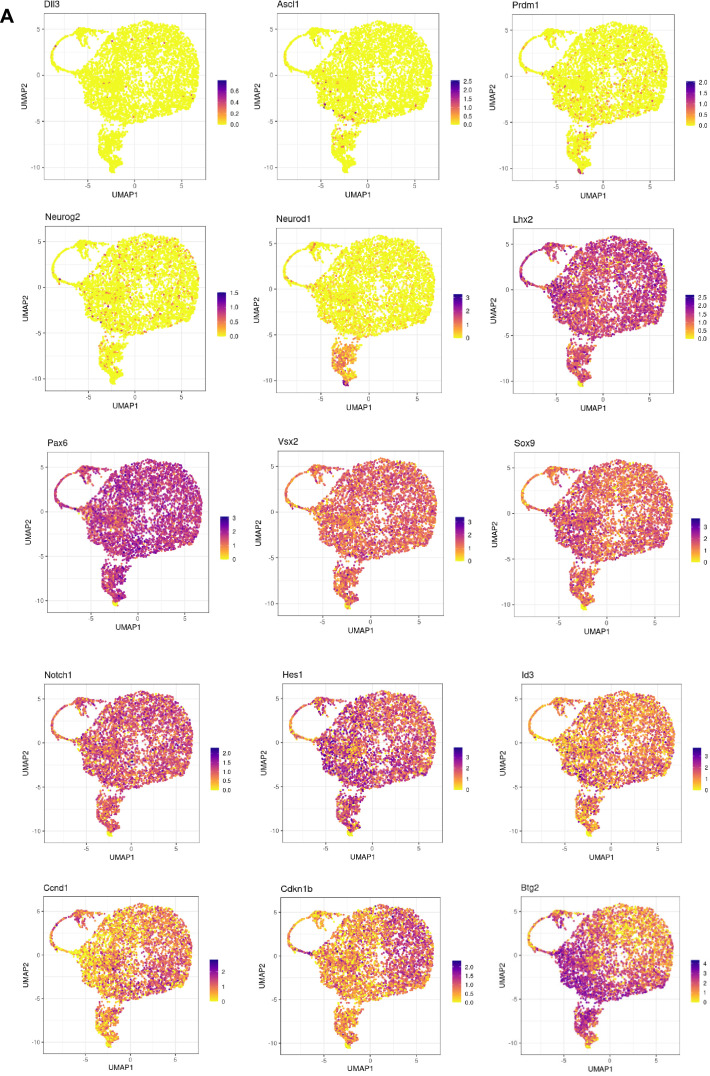
Absence of neurogenic progenitor clusters induced by cell cycle activator (CCA) treatment. (**A**) Feature plots illustrating neurogenic or progenitor genes, Notch pathway genes, *Ccnd1*, *Cdkn1b*, and *Btg2*.

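The library matrices list 12482 control, 14201 CCA and 15923 CCANT barcodes. At least 2000 detected features were present in 9608, 10557 and 10925 of them. With at most 100000 UMIs and at most 15% mitochondrial UMIs as well, 9579, 10521 and 10890 cells were left, and the requirement of at least 1 tdTomato UMI left 4404, 5011 and 4206. The authors' table of kept cells, made after their removal of doublets and of unwanted clusters, holds 3758 control, 3890 CCA and 3278 CCANT cells, and every one of them passes these filters in its library matrix. Raising the tdTomato minimum to 2 UMIs moved the counts most, to 2588, 3521 and 2311 cells before doublets and clusters were removed.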

After quality control, 3758 cells were profiled in the control group, 3890 cells in the CCA group, and 3278 cells in the CCANT group (Figure 3—figure supplements 1 and 2). 

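Graph-based clustering of the kept cells, on 7 principal components of 2000 variable genes, gave clusters that were numbered by size and named from cell type markers. Clusters 1 to 5 were MG outside the cell cycle. Control MG lay mainly in clusters 3, 4 and 5, and CCA and CCANT MG in clusters 1 and 2. Cluster 1 was led by the stress genes *Fosb*, *Ccn1* and *Fos*, and cluster 4 by the immune genes *Iigp1*, *Gbp2* and *Isg15*. Cluster 7 was led by *Cenpf*, *Top2a* and *Mki67* and cluster 8 by *Dtl*, *Top2a* and *Atad2*, while cluster 6 held both MG and rod transcripts and cluster 9 was rods, with *Rp1*, *Sag* and *Pde6a* among its leading genes. MG made up 98.96% of the control cells (98.58 to 99.26), 94.55% of the CCA cells (93.79 to 95.24) and 87.58% of the CCANT cells (86.41 to 88.69). Doubling the clustering resolution moved the control share most, to 73.9%. There 25.07% of the control cells lay in clusters that took no name, while 9 rods and 30 mixed cells were found as before.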

Clustering analysis separated the cells into six distinct clusters (Figure 3B), which are quiescent MG, reactivated MG, MG in G2/M phase, and MG in S phase, rods, and rod-MG, as annotated by the known retinal cell-type markers (Figure 3C). The rods and rod-MG clusters were due to tdTomato leaky expression in native rods and rod mRNA contamination during MG isolation, respectively (Figure 3—figure supplements 3 and 4). 

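Cluster 6 held 1147 CPM of *Gnat1* and 4205 of *Glul*, and the rods of cluster 9 held 2495 of *Gnat1* and 622.2 of *Glul*. Summed over 20 rod genes, the MG outside cluster 6 held 462.8 CPM in the control, 833.0 in the CCA and 1133 in the CCANT library. For CCA, the mean over cells in place of the sum gave 884.1, and leaving out the cycling clusters gave 775.7. Among all cells passing the filters without the tdTomato requirement, amacrine cells held 677.2 CPM of rod genes in the control (663.3 to 691.3), 1199 in the CCA (1183 to 1216) and 1903 in the CCANT library (1881 to 1925). Pericytes differed, with 2006 CPM in the control (1909 to 2106), 1314 in the CCA (1258 to 1372) and 3477 in the CCANT library (3324 to 3636). Cells of mixed MG and rod transcripts held 13410 CPM in the CCANT library, far above the amacrine level. Among the kept CCANT cells of cluster 6, 3.56% (1.96 to 5.90) held both *Xist* and Y-linked UMIs, against 2.65% (2.09 to 3.30) of the CCANT MG.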

The vast majority of MG (>90%) in the control group are quiescent MG, which express high levels of MG genes such as *Glul* and *Kcnj10* (Figure 3D–G). 

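To compare libraries without a choice of clusters, 2771 MG outside the cycling clusters were drawn per library, and the 30 nearest neighbours of each were found on the same number of principal components. At least 1 in 10 of the neighbours was a control cell for 99.57% of the control MG (99.24 to 99.78). Control cells are matched to their own library here, so this value is a reference for the other libraries rather than a share of quiescent cells.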

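Scores for the S and G2/M phases were computed from the Tirosh gene lists on MG thinned to the common depth, and an MG was counted as proliferating when either score was above 0.1. This held for 13 control MG or 0.352% (0.188 to 0.601), 349 CCA MG or 9.68% (8.74 to 10.7) and 130 CCANT MG or 4.59% (3.85 to 5.42). Of these, 2 control, 290 CCA and 91 CCANT cells lay in the cycling clusters 7 and 8. A threshold of 0.2 moved the CCA share to 7.71%. The share moved most, to 13.1%, in MG of all cells passing the filters without the tdTomato requirement. Those cells were clustered anew, without the authors' removal of doublets and clusters. The median of 4 MG genes was 53.8 UMIs per 10000 in the proliferating CCA MG and 95.0 in the other CCA MG, while that of the rod genes was 6.25 in both. Among MG outside the cycling clusters, 34.2% of the CCA cells (32.4 to 36.0) and 2.92% of the CCANT cells (2.33 to 3.62) had at least 1 in 10 control cells among their neighbours. When the genes named for these data and every gene with a 2-fold difference between libraries were left out, these shares moved most, to 58.75% and 21.73%. Clustering on the remaining genes gave 7 clusters, of which 1 held fewer than 1 control cell in 10, and this cluster held 1.10% of the control, 28.5% of the CCA and 20.7% of the CCANT MG.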

In the CCA-treated sample, there was still a small number of proliferating MG in the G2/M or S phase at 3 weeks after CCA treatment, as shown by cycle state analysis (Figure 3B–E, Figure 3—figure supplement 2D and E). ~70% of MG in the CCA-treated sample formed a separate cluster, which we refer to as reactivated MG (Figure 3C–E). 

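Levels were compared over all MG of a library, since clusters 1 to 5 separate largely by library. *Gfap* (chromosome 11, 102887336 to 102900912) rose from 22.7 CPM in control MG to 73.8 in CCA and 96.1 in CCANT MG, with log2 ratios of 1.70 (1.63 to 1.77) and 2.08 (2.01 to 2.15). *Vim* (chromosome 2, 13573927 to 13582826) was at 604.4, 820.7 and 705.6 CPM, with log2 ratios of 0.44 (0.43 to 0.46) and 0.22 (0.21 to 0.24). The sum of both genes had a log2 ratio of 0.51 for CCA (0.50 to 0.53), which moved most under median-of-ratios scaling, to 0.43. For CCANT, the same sum had a ratio of 0.35 (0.34 to 0.37) over all MG. CCANT MG with Y-linked UMIs, which share the sex of the control cells, had a ratio of 0.30 (0.28 to 0.33) for it. In those MG the ratio was 1.85 (1.76 to 1.94) for *Gfap* and 0.19 (0.17 to 0.22) for *Vim*, which makes up most of the sum.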

Reactive gliosis genes (*Gfap* and *Vim*) were upregulated while other MG genes (*Kcnj10*, *Glul*, *Rlbp1*, and *Aqp4*) were downregulated in the reactivated MG compared with the quiescent MG (Figure 3—figure supplement 5). 

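The IFN pathway genes named in the study were summed over the MG of each library. *Stat2*, on chromosome 10 of GRCm38 from 128270559 to 128292849, changed least of these, with a log2 ratio over control of −0.28 (−0.33 to −0.24) for CCA and −1.02 (−1.07 to −0.96) for CCANT. *Iigp1*, on chromosome 18 from 60376027 to 60392634, changed most, with 404.4, 92.0 and 43.7 CPM and ratios of −2.14 (−2.17 to −2.10) and −3.21 (−3.27 to −3.15). The CCA ratios of *Gbp6*, *Irgm1* and *Igtp* were −1.23, −1.28 and −1.40. *Igtp* (chromosome 11, 58199556 to 58207591) overlaps *Irgm2* (58199618 to 58222782) on the same strand, so the split of UMIs between them is uncertain, as it is among the *Gbp* paralogs. The 9 IFN pathway genes together fell from 2511 CPM in control MG to 1066 in CCA and 537.8 in CCANT MG, with log2 ratios of −1.24 (−1.25 to −1.23) and −2.22 (−2.24 to −2.21). The CCA ratio moved most, to −1.33, in MG of all cells passing the filters without the tdTomato requirement. Those cells were clustered anew, without the authors' removal of doublets and clusters. CCANT MG with Y-linked UMIs had a ratio of −1.96 (−1.99 to −1.94) over the control MG.

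**Figure D1:**
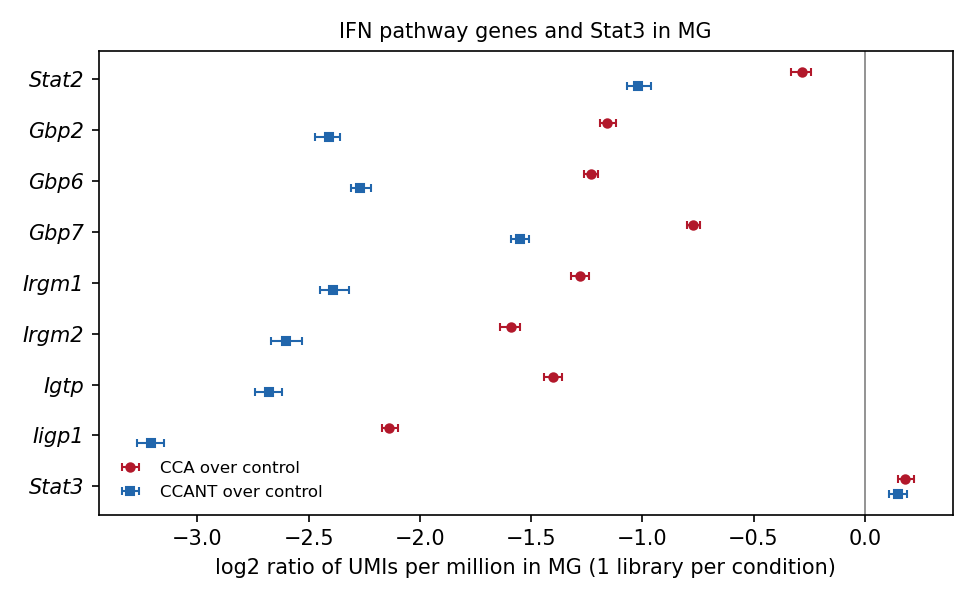
Log2 ratio of CPM in MG of the CCA and CCANT libraries over the control library for IFN pathway genes and *Stat3*, with 95% counting intervals and 1 library per group. The IFN pathway genes shown lie below 0 in both comparisons, from −0.28 to −2.14 for CCA, and *Stat3* lies above 0 in both.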

Interestingly, the top differentially expressed genes between reactivated MG and quiescent MG are the IFN pathway genes, including *Stat1*, *Stat2*, *Gbp6*, *Irgm1,* and *Igtp*, which were downregulated in the reactivated MG (Figure 3F–H). IFN signaling is involved in antiviral responses and usually induces cell cycle arrest in infected cells (Durbin et al., 1996; Kaplan et al., 1998). The high level of IFN signaling in the control sample likely resulted from control virus infection, while the pro-proliferative effect of the CCA vector might suppress IFN pathway to promote MG proliferation. In contrast, *Stat3*, which is often activated by various cytokines or growth factors to promote cell proliferation and survival (Hirano et al., 2000), was not downregulated concurrently with *Stat1* and *Stat2* (Figure 3H). 

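Within the control library, the 9 IFN pathway genes rose with the number of GFP UMIs per MG at the common depth of 8000 UMIs. They held 2322 CPM (2301 to 2342) in MG with no GFP UMI, 2704 (2661 to 2748) in MG with 1 and 3277 (3207 to 3349) in the 311 MG with 2 or more. MG without a GFP UMI had a log2 ratio of CCA over control of −1.19 (−1.21 to −1.17). The genes were also lower in neurons, with log2 ratios of CCA over control of −1.04 (−1.16 to −0.92) in rods, −0.97 in bipolar cells and −0.68 in amacrine cells. The ratio was −0.33 (−0.38 to −0.29) in the cluster of microglia, macrophages and plasma cells, a mix of immune cells, and pericytes had no fall beyond counting error (−0.07, −0.19 to 0.04). The part of these levels beyond what carried-over MG transcripts would give fell from 146 to 70.3 CPM in rods and from 220 to 117 in bipolar cells.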

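*Stat3* (chromosome 11, 100885098 to 100939540) was at 145.1 CPM in control MG (142.7 to 147.6), 164.7 in CCA MG (161.9 to 167.6) and 160.9 in CCANT MG (157.7 to 164.1). The counts are of transcripts and do not measure phosphorylated STAT3.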

Activation of STAT3 signaling in the reactivated MG may also facilitate MG proliferation.

### CCA causes a temporary suppression of MG genes, leading to partial dedifferentiation

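*Neurog2* (chromosome 3, 127633135 to 127635631) had 3.74 CPM in control, 5.27 in CCA and 5.30 in CCANT MG, with log2 ratios of 0.49 (0.29 to 0.70) and 0.50 (0.28 to 0.72), and 1 CCANT cell held 61 of the 327 CCANT UMIs. At 8000 UMIs per cell, the share of MG with a *Neurog2* UMI was 2.90% in control (2.38 to 3.49), 3.58% in CCA (3.00 to 4.24) and 3.39% in CCANT (2.75 to 4.12), with overlapping intervals. It was 1.18% (0.244 to 3.41), 0.654% and 0.610% of the cells in the cluster of microglia, macrophages and plasma cells. In MG of all cells passing the filters without the tdTomato requirement, the control share was 3.02% (2.584 to 3.508) and the CCA share 4.072% (3.526 to 4.676). These 2 intervals do not overlap, while that of CCANT, 3.507% (2.995 to 4.079), overlaps both. No cluster was led by neurogenic genes.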

Despite CCA or CCANT treatment, no neurogenic progenitor cluster or significant upregulation of neurogenic transcription factors such as *Ascl1* and *Neurog2* were observed (Figure 3—figure supplement 6), suggesting cell cycle reactivation, even with NMDA and TSA, is insufficient to drive robust neuronal reprogramming. Nonetheless, the scRNA-seq data suggest that CCA treatment led to downregulation of the MG genes, including *Glul*, *Rlbp1*, *Aqp4*, and *Kcnj10* (Figure 3—figure supplement 5, Supplementary file 1). 

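*Glul* (chromosome 1, 153899944 to 153909723) was at 6696 CPM in control, 5819 in CCA and 5396 in CCANT MG. *Rlbp1* was at 2024, 1803 and 1521, *Aqp4* at 1014, 889.8 and 833.0, and *Kcnj10* at 237.7, 191.6 and 181.1 CPM in the same order. The log2 ratios of CCA over control lay between −0.31 for *Kcnj10* and −0.17 for *Rlbp1*, and those of CCANT over control between −0.41 for *Rlbp1* and −0.28 for *Aqp4*. The sum of the 4 genes had a log2 ratio of −0.20 (−0.20 to −0.19) for CCA and −0.33 (−0.34 to −0.33) for CCANT. The CCA ratio moved most without the cycling clusters, to −0.13, and under median-of-ratios scaling, to −0.27. The median ratio of the 4 genes for CCA, −0.196, lay within the range of 10000 random lists of the same size and level, of which 11.2% lay below it. That for CCANT, −0.352, lay below all but 1.11% of such lists. CCANT MG with Y-linked UMIs had a ratio of −0.32 (−0.33 to −0.31) over the control MG for the sum. From the absence of a neurogenic progenitor cluster, the paper proposes that reactivation of the cell cycle, even with NMDA and TSA, does not suffice for robust neuronal reprogramming, and from the MG genes that CCA treatment lowered their expression.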

To further verify the change of MG gene expression after CCA treatment, we assessed the level of *Glul,* the gene encoding glutamate synthase, which is highly expressed in the MG, by RNA in situ hybridization on retinal sections (Figure 4A). Three weeks post-CCA treatment, there was a significant decrease of *Glul* mRNA level in the MG, regardless their localization in the ONL, OPL, or INL (Figure 4B–D), suggesting a partial repression of the MG gene. By 4 months post-CCA treatment, the *Glul* level increased again, suggesting that they eventually retained MG identity and functions (Figure 4B–D).

**Figure 4.**
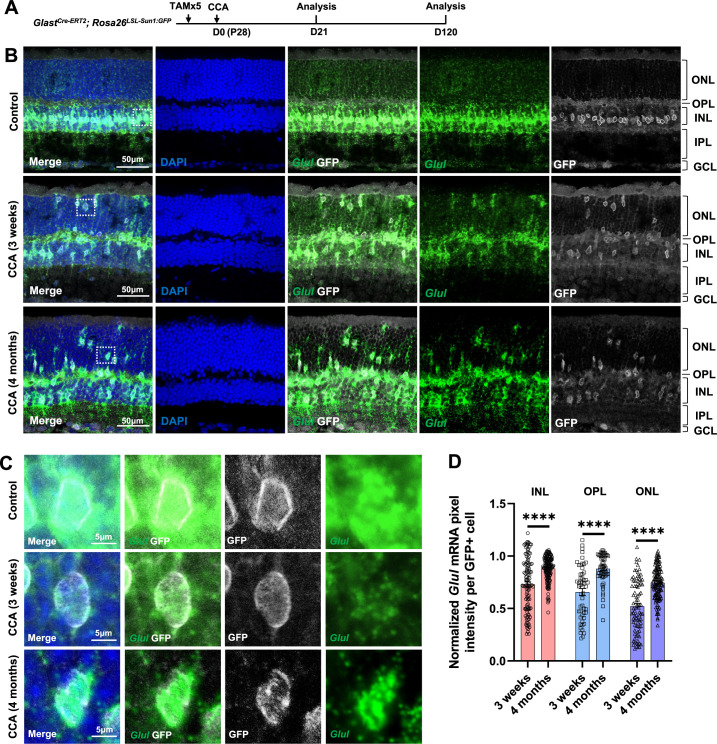
*Glul* mRNA levels decrease in the Müller glia (MG) that migrated to the ONL and OPL. (**A**) Experimental design. (**B**) In situ hybridization showing *Glul* mRNA expression. Control retina did not receive any adeno-associated virus (AAV) injection. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. (**C**) Magnified views of the highlighted cells in panel (**B**). (**D**) Average pixel intensity of *Glul* mRNA per GFP+ cell. Pixel intensity of MG treated with cell cycle activator (CCA) was normalized to the average pixel intensity of MG in the uninjected eye of the same animal. n=60 GFP+ cells in each retinal layer from three mice, data are presented as mean ± SEM. ****p<0.0001 (unpaired two-tailed Student’s t-test) (**D**).

We further assessed another MG marker Sox9 in the CCA-treated retinas. Immunostaining confirmed that many MG in the ONL, which have gone interkinetic nuclear migration, decreased or even lost Sox9 expression level at 3 weeks post-CCA treatment (Figure 5A–E). The suppression of MG gene expression was transient, as most MG had recovered high levels of Sox9 expression by 4 months (Figure 5E). The results from both assays suggest that MG cell fate was partially suppressed in the MG daughter cells, but it recovered without further stimulus to drive neurogenesis. However, less than 1% of the GFP+ MG in the INL completely lost Sox9 between 3 weeks and 4 months post-CCA treatment (Figure 5D and E). These Sox9-negative MG exhibited circular nuclear envelop shape and faint GFP signal (Figure 5D, arrowhead), characteristics of the MG-derived retinal neuron-like cells observed in previous studies (Hoang et al., 2020; Le et al., 2024a; Le et al., 2024b).

**Figure 5.**
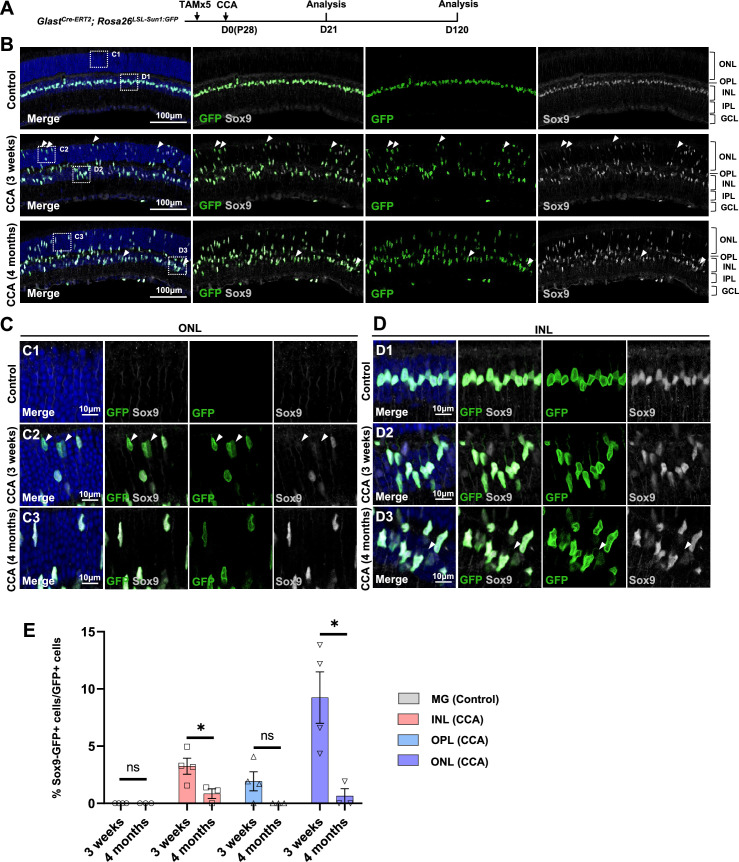
Temporary loss of Sox9 in a subset of Müller glia (MG) following cell cycle activator (CCA) treatment. (**A**) Experimental design. (**B**) Representative retinal sections of *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* mice without virus injection (control) or mice at 3 weeks and 4 months post-CCA injection. Arrowheads highlight Sox9−GFP+ cells. (**C–D**) Magnified views of the boxed regions in (**B**). Arrowheads highlight Sox9−GFP+ cells. (**E**) Quantification of Sox9−GFP+ cells as a percentage of total GFP+ cells in each retinal layer. n=3 mice, data are presented as mean ± SEM. ns = not significant, *p<0.05 (unpaired two-tailed Student’s t-test). ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

### Rare neurogenesis from MG occurs spontaneously after cell cycle reactivation

To examine whether some MG, although at a very low efficiency, give rise to neurons after CCA treatment, we performed immunostaining for the bipolar marker Otx2. We focused our analysis on EdU+tdT+ MG in the *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mice to identify de novo neurogenesis from MG (Figure 6A). Four months post-CCA treatment, we found a small number of MG-derived cells in the INL expressing Otx2 (Figure 6B–E). Although their proportion was low (~1% of EdU+tdT+ cells), these were likely the genuine neuron-like cells that have differentiated from MG daughter cells over time, as these cells were not present at an earlier time point (Figure 6A–E). Rare HuC/D+EdU+tdT+ cells were also found in the lower INL, where the amacrine cells naturally reside, only at 4 months post-CCA treatment (Figure 6—figure supplement 1). However, the HuC/D level in the MG-derived cells was lower compared to that of the native amacrine cells (Figure 6—figure supplement 1). Whether these cells express other bipolar or amacrine cell markers and whether they are functional interneurons that connect with the retinal circuitry needs further investigation. Nonetheless, our findings suggest that cell cycle reactivation alone allows some MG daughter cells to spontaneously become neuron-like cells.

**Figure 6.**
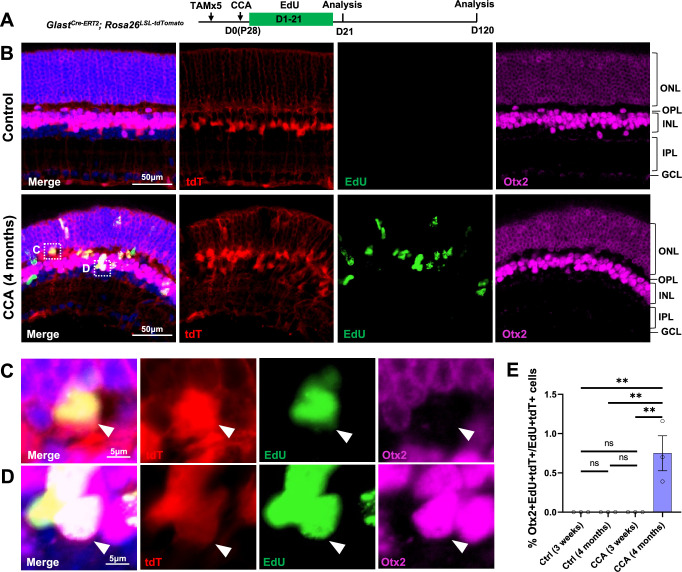
Cell cycle activator (CCA) induces de novo genesis of Otx2+ cells from Müller glia (MG). (**A**) Experimental design. (**B**) Representative retinal sections of *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mice without adeno-associated virus (AAV) injection (control) or mice at 4 months post-CCA injection. Sections were co-stained for EdU and Otx2. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. (**C–D**) Magnified views of the highlighted cells in (**B**). Arrowhead highlights a tdT+EdU+ MG in the OPL that is negative for Otx2 (**C**), while arrowhead highlights a tdT+EdU+Otx2+ MG in the INL. (**E**) Quantification of tdT+EdU+Otx2+ cells as a percentage of total tdT+EdU+ cells. n=3 mice, data are presented as mean ± SEM. ns = not significant, **p<0.01 (one-way ANOVA with Tukey’s post hoc test).

**Figure 6—figure supplement 1.**
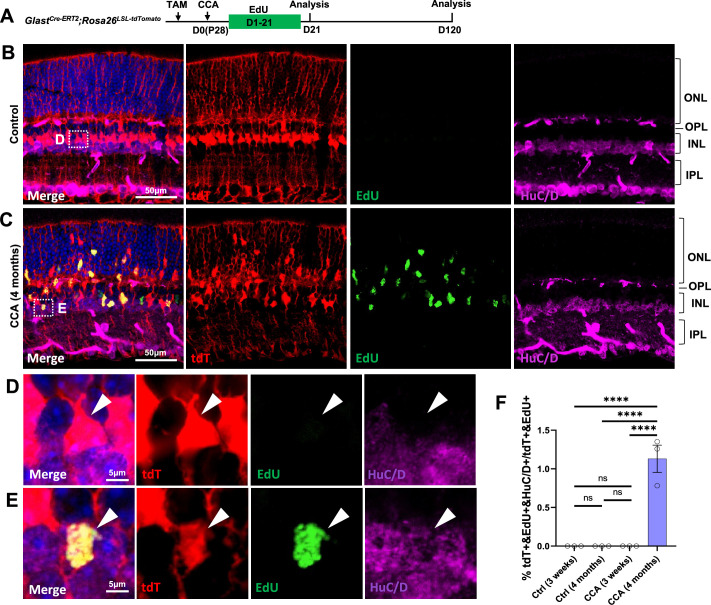
Detection of Müller glia (MG)-derived HuC/D+ cells in the inner nuclear layer (INL) after cell cycle activator (CCA) treatment. (**A**) Experimental design. (**B–C**) Representative images of control uninjected retinas or retinas infected by CCA virus. 5-Ethynyl-2’-deoxyurdine (EdU) was co-labeled with amacrine cell marker HuC/D. (**D–E**) Enlarged views of the boxed area in (**B, C**). (**F**) Quantification of tdT+EdU+HuC/D+ cells as a percentage of total tdT+EdU+ cells at different time points post-CCA treatment in *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* retinas. Data presented as mean ± SEM, n=3. ****p<0.0001 (one-way ANOVA with Tukey’s post hoc test).

### CCA does not cause retinal neoplasia or functional deficit

To assess the long-term effect of CCA treatment, a cohort of C57BL/6J mice were observed for a year following CCA injection (Figure 7A). Visual function assessments showed no significant differences in visual acuity and electroretinography (ERG) between CCA-treated eyes and uninjected control eyes 1 year after CCA treatment (Figure 7B–D). Upon examining all the harvested retinas from the CCA-treated group, no retinal neoplasia was observed. The retinal structure remained intact, with no malignancy or disruptions in the retinal layers or stratification (Figure 7E–H). These results indicate that CCA treatment did not have a detrimental impact on retinal structure or function in mice, nor did it induce retinal tumors.

**Figure 7.**
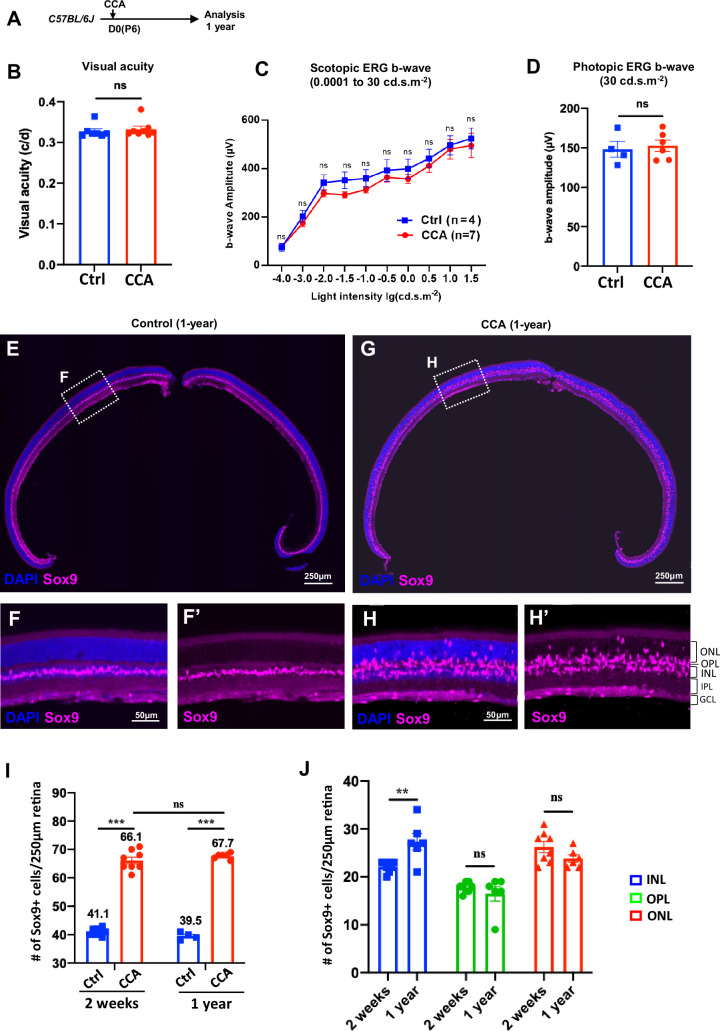
Cell cycle activator (CCA) does not lead to retinal neoplastic transformation. (**A**) Experimental design. (**B–C**) Optomotor and electroretinography (ERG) tests were performed on wild-type mice with one eye injected with CCA and the other eye as control (without AAV injection) at 1-year post-CCA injection. Visual acuity by the optomotor test (**B**), b-wave amplitudes of the scotopic ERG under different light intensity in (**C**), and b-wave amplitudes of the photopic ERG under 30 cd×s/m^2^ in (**D**). Data are presented as mean ± SEM. ns = not significant (paired two-tailed Student’s t-test) (**B–D**). (**E–H**) Immunostaining for MG marker Sox9. (**F, H**) Zoomed-in images of the boxed areas in (**E**) and (**G**). (**I**) Quantification of the numbers of Sox9+ cells in control retinas versus CCA-treated retinas at 2 weeks or 1-year post-CCA injection and in age-matched wild-type control retinas. Data are presented as mean ± SEM. ns = not significant, ***p<0.001 (one-way ANOVA with Tukey’s post hoc test). (**J**) Quantification of the number of Sox9+ cells in each retinal layer. Data are presented as mean ± SEM. ns = not significant, **p<0.01 (unpaired two-tailed Student’s t-test).

**Figure 7—figure supplement 1.**
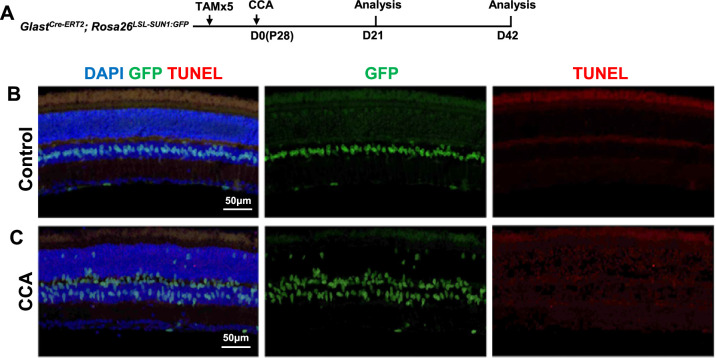
Absence of TUNEL-positive Müller glia (MG) in the retina following cell cycle activator (CCA) treatment. (**A**) Experimental design. (**B–C**) Representative images of TUNEL analysis of *Glast^Cre-ERT2^; Rosa26^LSL-Sun1:GFP^* retinas in control (**B**) or CCA-treated retinas (**C**) at 3 weeks after CCA treatment.

We used the MG marker Sox9 to examine the MG population in the retina sections harvested at a year post-CCA treatment. In the control retina, Sox9+ MG cells were aligned in the INL (Figure 7E and F). In the CCA-treated retinas, there was a significant expansion in the number of Sox9+ MG cells, distributed across the ONL, OPL, and INL (Figure 7G and H). The larger population of Sox9+ MG remained to support the retinal structure and homeostasis, which explains the relatively unaffected retinal structure and function observed on the CCA-treated eyes. We further made comparison of the numbers of Sox9+ cells after 1 year of CCA treatment and after 2 weeks of CCA treatment. The total numbers of Sox+ cells were similar between these two time points (Figure 7I), indicating no significant MG loss after MG proliferation. To directly assess whether CCA treatment may lead to the cell death of the MG, especially the MG displaced in the ONL and OPL, we examined the CCA-treated retinas with TUNEL assay and did not observe any obvious TUNEL+ MG at 3 or 6 weeks post-CCA injection (Figure 7—figure supplement 1). Since we could only examine cell death at single time points, we cannot completely exclude the possibility that there were small numbers of MG-derived cells dying without being detected. The fact that the numbers of MG in the ONL and OPL did not decrease in the retinas harvested at 1-year post-CCA treatment suggests that these MG-derived cells persist without dying or losing the MG identity (Figure 7J).

## Discussion

MG proliferation is a key step toward MG-mediated regeneration in the retina. Previously, it was shown that activation of the canonical Wnt pathway by AAV-mediated overexpression of β-catenin stimulates MG proliferation through the Lin28/let7 pathway (Yao et al., 2016), and cyclin D1 is a direct target gene of both Wnt signaling and Lin28/let7 (Li et al., 2012; Shtutman et al., 1999; Tetsu and McCormick, 1999). Suppression of the Hippo pathway by transgenic expression of YAP^5SA^, a dominant-active form of YAP, induces MG proliferation, accompanied by an increase in cyclin D1 expression (Hamon et al., 2019; Rueda et al., 2019). However, the Hippo and Wnt pathways have downstream genes besides cyclin D1 and serve different cellular functions. It remains unclear whether cyclin D1 activation is necessary or sufficient to drive MG proliferation in these contexts. In this study, we demonstrate that cyclin D1 overexpression alone leads to limited MG proliferation and that the combination of cyclin D1 overexpression and p27^Kip1^ knockdown is the most potent strategy to drive MG proliferation in mouse retina without injury stimulus.

Our results showed that CCA effectively promoted MG proliferation in both P6 and adult mouse retinas; however, the timing of MG proliferation differed between the two age groups. Following CCA treatment on P6, MG proliferation started as early as day 3–4 post-CCA injection and largely finished by 2 weeks, peaking around 1 week after treatment (Figure 2A). In contrast, following CCA treatment on P28, MG proliferation started later, as not many mitotic MG had migrated to the ONL at 1-week post-CCA treatment (Figure 2—figure supplements 2 and 4). Moreover, proliferating MG were still present 3 weeks post-treatment, as shown by scRNA-seq analysis (Figure 3B–E). 

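The cycling clusters held 0.0798% of the kept control cells (0.0165 to 0.233), 9.05% of the CCA cells (8.17 to 9.99) and 3.05% of the CCANT cells (2.49 to 3.70). With 15 principal components the CCA share was 7.20%. Summed over all MG, *Mki67* (chromosome 7, 135689784 to 135716361) was at 0.984 CPM in control, 53.5 in CCA and 20.8 in CCANT MG, and *Mcm5* (chromosome 8, 75109569 to 75128439) at 1.10, 9.61 and 4.91.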

We speculate that the differences in MG proliferation time are due to variations in AAV transduction efficiencies of retinal cells at different ages. AAV_7m8_ vectors delivered by intravitreal injections transduce MG more efficiently at P6 before the inner limiting membrane is fully developed. The level of cyclin D1 and p27^Kip1^ may reach the thresholds permissive for MG cell cycle re-entry faster following CCA treatment on P6 compared to the same treatment in adult mice. This hypothesis is supported by the immunostaining results of both cyclin D1 and p27^Kip1^ (Figure 2G–I, Figure 2—figure supplement 2, Figure 2—figure supplement 3, and Figure 2—figure supplement 4). This finding also emphasizes the importance of using high CCA titer (>5 × 10^13^ genome copies/ml) in adult mice to effectively stimulate MG proliferation.

P27^Kip1^ and cyclin D1 serve as critical regulators of cell cycle progression, and any abnormalities in their expression may impact cell division, potentially leading to tumor development. Previous studies have shown that mice lacking p27^Kip1^ are approximately 30% larger and develop pituitary tumors spontaneously (Fero et al., 1996). Cyclin D1 is frequently upregulated in a significant fraction of human cancers, such as breast and respiratory tract tumors (Callender et al., 1994; Zukerberg et al., 1995). The strategy to stimulate MG proliferation for the purpose of retinal regeneration must be carefully weighed against the potential risk of tumorigenesis. In this study, we carefully evaluated the tumorigenic potential of CCA and made the following observations: First, the rate of MG proliferation gradually decreased and ceased over time (Figure 2A). Second, MG appeared to undergo only a single round of cell division (Figure 2B–F); and lastly, the retinal structure remained normal without signs of neoplasia even 1 year post-treatment (Figure 7). The absence of continuous MG proliferation may be partly attributed to the non-integrating nature of the recombinant AAV genomes, which become diluted after cell division, leading to reduced transgene expression. Notably, the loss of cyclin D1 overexpression and the recovery of high-level p27^Kip1^ did not occur simultaneously. The former was observed much earlier than the latter (Figure 2, Figure 2—figure supplement 2, Figure 2—figure supplement 3, and Figure 2—figure supplement 4). This is also supported by the scRNA-seq data, which showed that *Ccnd1* upregulation was lost in the MG 3 weeks after CCA treatment while *Cdkn1b* suppression was still evident (Figure 3—figure supplement 6). These findings suggest that the rapid cessation of cyclin D1 overexpression may be regulated by additional mechanisms. For instance, the antiproliferative gene *Btg2*, known to suppress cyclin D1 expression (Wei et al., 2012), was upregulated in the proliferating and reactivated MG (Figure 3—figure supplement 6). 

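*Ccnd1* (ENSMUSG00000070348; chromosome 7, 144929931 to 144939925) was at 213.0 CPM in control MG (210.1 to 216.0), 136.7 in CCA MG (134.2 to 139.3) and 128.5 in CCANT MG (125.7 to 131.3). Its log2 ratio over control was −0.64 (−0.67 to −0.61) for CCA and −0.73 (−0.77 to −0.69) for CCANT, and the ratio for CCA moved most under median-of-ratios scaling, to −0.72. The libraries read the 3′ ends of transcripts, and a cyclin D1 transcript that ends in vector sequence has no feature of its own in the matrices, so the level covers the endogenous gene and is not certain to include the vector's transcript.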

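*Btg2* (chromosome 1, 134075170 to 134079120) was at 389.9 CPM in control MG (386.0 to 393.9), 1054 in CCA MG (1047 to 1061) and 938.4 in CCANT MG (930.8 to 946.1). The log2 ratio over control was 1.43 (1.42 to 1.45) for CCA and 1.27 (1.25 to 1.29) for CCANT. *Btg2* is also an immediate-early gene, and a list of 28 immediate-early and dissociation genes that includes it had 28 genes higher in CCA than in control MG. Some of these genes, *Btg2* among them, are also given as risen in the paper's differential expression sheet of the same libraries.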

In summary, the risk of tumor formation associated with CCA is minimal.

Interestingly, we observed significant downregulation of IFN pathway genes in reactivated MG, a finding consistent with their known antiproliferative role in immune surveillance and tumor suppression (Durbin et al., 1996; Kaplan et al., 1998). 

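The median log2 ratio of the 9 IFN pathway genes for CCA over control was −1.23. The paper gives IFN pathway genes as top differing genes of these same libraries, so a fall among them is expected from the choice. A further list of 28 interferon-stimulated genes that the study does not name had a median of 0.078, with 15 genes higher and 13 lower in CCA MG, or 14 and 14 under median-of-ratios scaling, whereas their sum had a log2 ratio of −0.22. The CCANT median of the same list was −0.55, with 23 genes lower.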

The suppression of IFN pathway may reflect a mechanism by which CCA overcomes intrinsic barriers to proliferation. Our results align with Rueda et al., 2019, who reported that forced YAP^5SA^ expression in NMDA-treated MG similarly downregulated IFN pathway genes in the proliferative MG (Rueda et al., 2019). Given that cyclin D1, a key Hippo pathway target, is upregulated in both paradigms, we propose a shared mechanism of IFN suppression. In addition to regulating cell cycle, cyclin D1 may indirectly control the transcription of *Stat1* and *Stat2* and/or other IFN pathway genes by interacting with other transcriptional cofactors (McMahon et al., 1999; Zwijsen et al., 1998). 

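The log2 ratio of *Stat3* over control was 0.18 (0.15 to 0.22) in CCA MG and 0.15 (0.11 to 0.19) in CCANT MG. Over the alternatives the CCA ratio lay between 0.10 and 0.26. CCANT MG with Y-linked UMIs, which share the sex of the control cells, had a ratio of 0.12 (0.06 to 0.17) over control. Between CCANT MG with *Xist* and CCA MG, both treated, the ratio was −0.01 (−0.06 to 0.03), a difference within the counting error.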

Notably, *Stat3* levels remained stable in the reactivated MG. STAT3 activation, which is primarily induced by cytokines (e.g. IL-6) and growth factors (e.g. EGF), promotes cell proliferation (Hirano et al., 2000), but it inhibits neurogenesis of mouse and avian MG (Jorstad et al., 2020; Todd et al., 2016; Todd et al., 2020). Sustained *Stat3* level in our system could explain both the proliferative competence of reactivated MG and their failure to differentiate to neurons. The divergent regulation of *Stat1*/2 (suppressed) versus *Stat3* (sustained) highlights that these pathways are differentially modulated by the cell cycle regulators, warranting further investigation into their different functions in MG reprogramming.

The rods and rod-MG were two unexpected clusters in the scRNA-seq analysis. Upon close examination of the retina of *Glast^Cre-ERT2^; Rosa26^LSL-tdTomato^* mice without Tamoxifen induction, we found that very few rods (14 tdTomato+ rods in 128 whole retinal sections of eight mouse retina samples screened) were mislabeled by leaky tdTomato expression in a Cre-independent manner (Figure 2—figure supplement 1). 

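The rods of cluster 9 numbered 9 of the kept control cells, 29 of the CCA cells and 14 of the CCANT cells. Their shares were 0.240% (0.110 to 0.454), 0.746% (0.500 to 1.07) and 0.427% (0.234 to 0.716), so the control and CCA intervals do not overlap, while the CCANT interval overlaps both. The median depth of these cells was 5132.5 UMIs.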

The small rod clusters are likely the native rods mislabeled by tdTomato, appearing in all three groups at similar proportions. The rod-MG cluster, which was characterized by high levels of both MG and rod genes, was located between the rod cluster and the reactivated MG cluster (Figure 3B–E). This rod-MG cluster was enriched in the CCA and CCANT groups (Figure 3D and E). 

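Cluster 6, with both MG and rod transcripts, held 30 control, 183 CCA and 393 CCANT cells, or 0.798% (0.539 to 1.14), 4.70% (4.06 to 5.42) and 12.0% (10.9 to 13.2) of the kept cells. The log2 ratio of the summed rod genes in the MG outside it was 0.85 (0.83 to 0.87) for CCA over control and 1.29 (1.27 to 1.31) for CCANT over control. In amacrine cells, the CCA ratio of the same genes was 0.82. With cluster 6 added to the MG, the median ratio of the rod genes for CCA rose from 0.818 to 1.39.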

Initially, we speculated that this rod-MG cluster might represent MG that had upregulated rod genes. To investigate this, we performed RNA in situ hybridization to assess the levels of *Gnat1* and *Rho* mRNAs in MG freshly isolated from the mouse retina 3 weeks post-CCA treatment (Figure 3—figure supplement 4). Despite slight increases of *Gnat1* and *Rho* mRNA signals in the CCA-treated sample compared to the untreated control retina, some MG from the control retina also exhibited some signals of both genes, suggesting that these signals resulted from rod contamination (Figure 3—figure supplement 4). The enrichment of rod gene expression in CCA-treated MG, as indicated by the scRNA-seq data and RNA in situ hybridization data, may result from a greater number of MG migrating to the ONL and closely contacting with surrounding rods, leading to higher levels of rod contamination. Moreover, we did not observe many cells overexpressing neurogenic genes, such as *Ascl1, Neurog2,* and *Dll3*, or rod precursor gene *prdm1* (Figure 3—figure supplement 6). Therefore, we cautiously conclude that CCA alone does not reprogram MG toward a rod cell fate. 

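*Dll3* (chromosome 7, 28293553 to 28302238) had 17 UMIs in control, 36 in CCA and 13 in CCANT MG, with log2 ratios over control of 1.34 (0.47 to 2.27) and 0.23 (−0.93 to 1.36). *Prdm1* (chromosome 10, 44437177 to 44528501) was at 3.24, 4.29 and 4.54 CPM in the control, CCA and CCANT MG. At the common depth, 2.36% of the control MG (1.89 to 2.90), 3.14% of the CCA MG (2.59 to 3.76) and 3.53% of the CCANT MG (2.88 to 4.28) held a *Prdm1* UMI, against 1.07% (0.349 to 2.48), 1.26% (0.544 to 2.46) and 1.13% (0.457 to 2.32) of the amacrine cells. In the cluster of microglia, macrophages and plasma cells the shares were higher, at 17.32%, 16.99% and 19.51%. The share of MG with a *Dll3* UMI was 0.190%, 0.389% and 0.247%, with overlapping intervals, and the same immune cell cluster held one in none of 254 control cells, which allows a share of up to 1.18%, and in 0.654% of the CCA (0.0166 to 3.59) and 0.610% of the CCANT cells (0.0154 to 3.35). *Neurod1*, at 5.09%, 8.27% and 9.99% of MG, stayed below the 6.69%, 15.0% and 17.1% of the same immune cell cluster, so its shares are not shown to lie above background.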

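*Notch1* (chromosome 2, 26457903 to 26516663) was at 200.9 CPM in control MG (198.0 to 203.7), 190.2 in CCA MG (187.2 to 193.3) and 198.1 in CCANT MG (194.6 to 201.7). Its target *Hes1* (chromosome 16, 30064384 to 30067796) was at 545.4, 678.9 and 702.5 CPM, with log2 ratios over control of 0.32 (0.30 to 0.33) for CCA and 0.37 (0.35 to 0.38) for CCANT.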

The lack of MG reprogramming toward rod may be due to the sustained Notch signaling or Stat3 signaling in the reactivated MG (Figure 3—figure supplement 6).

Following cell division, the majority of the MG retained their glial identity, with around 1% of MG daughter cells expressing markers of bipolar or amacrine cells. This aligns with prior reports showing that a small subset of MG daughter cells expressed the markers of retinal interneurons after cell cycle reactivation either by inhibition of the Hippo pathway or by activation of Wnt signaling (Rueda et al., 2019; Yao et al., 2016). The rarity of neurogenesis raises critical questions about intrinsic heterogeneity within the MG population. We speculate that a small subset of MG may exist in a ‘primed’ state, either expressing elevated levels of neurogenic factors or having a more permissive chromatin state for neurogenic gene expression, which predispose them to differentiate to neurons. However, the inefficiency of neurogenesis driven solely by cell cycle reactivation underscores a key translational barrier. To achieve functional regeneration, future strategies should combine MG cell cycle activation with neurogenic reprogramming factors (e.g. ASCL1) and/or suppression of anti-neurogenic pathways (e.g. Notch, STAT3). Such combinatorial approaches could redirect MG daughter cells from a default glial fate toward neuronal differentiation, offering a viable path for treating retinal degenerative diseases.

## Materials and methods

### Animals

Wild type C57BL/6J mice (Jax strain #000664), *Rosa26^LSL-tdTomato^* reporter mice (Jax strain #007914), *Rosa26^LSL-Sun1:GFP^* reporter mice (Jax strain #030952), and *Glast^Cre-ERT2^* reporter mice (Jax strain #012586) were purchased from the Jackson Laboratory and were kept on a 12 hr light/12 hr dark cycle. Both male and female mice were used in this study. Mice were randomly divided into control and treatment groups. All animal procedures performed were approved by the Hong Kong Department of Health under Animals Ordinance Chapter 340 ((24–234) in DH/HT&A/8/2/5 Pt.16). The protocol was approved by the Committee on the Ethics of Animal Experiments of City University of Hong Kong (AN-STA-00000283).

### AAV plasmids and vectors

The pAAV-GFAP-GFP vector plasmid was cloned by replacing the CMV promoter with a 681 bp ABC_1_D region of the human *GFAP* gene promoter (Lee et al., 2008) into the pAAV-CMV-GFP vector (Figure 1—figure supplement 1A). cDNAs encoding mouse cyclin D1 were cloned into AAV plasmids by Gibson ligation. The AAV-shRNA vectors were cloned by replacing the GFP sequence with mCherry-shRNA in the pAAV-GFAP-GFP vector. Three shRNA sequences used in the study were GACTACACAAATCAGCGATTT (non-target shRNA), GCAAGTGGAATTTCGACTTTC (*p27* shRNA1), and GCTTGCCCGAGTTCTACTACA (*p27* shRNA2). pAAV-GFAP-cyclin D1-p27 shRNA1 and pAAV-GFAP-GFP-NT shRNA were cloned by replacing mCherry sequence with cyclin D1 or GFP from the pAAV-GFAP-mCherry-p27 shRNA1 or pAAV-GFAP-mCherry-NT shRNA, respectively (Figure 1—figure supplement 2A). The plasmids that were generated in this study will become available from Addgene. The pAAV rep/Cap 2/2 and adenovirus helper plasmids were obtained from the University of Pennsylvania Vector Core, Philadelphia. The pAAV7m8 plasmid (#64839) was purchased from Addgene.

AAV was produced in HEK293T cells (HCL4517; Thermo Scientific) by AAV vector plasmid, rep/cap packaging plasmid, and adenoviral helper plasmid co-transfection followed by iodixanol gradient ultracentrifugation. Purified AAVs were concentrated with Amicon 100K columns (EMD Millipore) to a final titer higher than 5×10^13^ genome copies/ml. Protein gels were run to determine virus titers.

### Tamoxifen injection

Intraperitoneal injections of tamoxifen (Sigma) in corn oil were administered to induce the expression of Cre recombinase. Tamoxifen was given at a dosage of 50 mg/kg daily from P23 to P27 to induce reporter expression in the majority of MG and a single dosage of 15 mg/kg on P20 for sparsely labeling of MG.

### AAV injection

Intravitreal injection was performed using a pulled angled glass pipette controlled by a FemtoJet (Eppendorf). The tip of the needle was passed through the sclera at the equator, near the dorsal limbus of the eyeball, and entered the vitreous cavity. The injection volume of AAV (5×10^13^ genome copies/ml) was 0.5 μl per eye for P6 injection and 1 μl per eye for adult mouse injection.

### In situ RNA hybridization on retinal sections

In situ RNA hybridization was performed on retinal sections using the RNAscope Multiplex Fluorescent Detection Reagents V2 kit (Advanced Cell Diagnostics) following the commercial protocols. In brief, retinas were dissected, 4% paraformaldehyde (PFA) fixed, dehydrated in sucrose solution, and embedded in optimal cutting temperature (OCT) medium. Retinas were cryosectioned into 20-μm-thick sections and mounted on SuperFrost Plus glass slides (Epredia). The uninjected eye and CCA-injected eye from the same animal were sectioned on the same slide and processed together. After OCT removal with PBS and further dehydration by ethanol, retinal sections were stained with GFP antibody (AB_2307313; Aves Labs) at 4°C overnight. After three times wash with PBST (PBS with 0.1% Tween-20), retinal sections were hybridized with RNA probes (Advanced Cell Diagnostics Cat.No. 426231-C2 for Mm *Glul*) at 40°C for 2 hr. Following in situ RNA hybridization steps, slides were stained using secondary antibodies (Jackson ImmunoResearch) and DAPI for 2 hr at room temperature. The fluorescent signals were visualized and captured using Nikon A1HD25 High speed and Large Field of View Confocal Microscope. The mRNA levels were quantified by measuring signal intensity level by ImageJ. Pixel intensity of MG treated with CCA was normalized to the average pixel intensity of MG in the uninjected eye of the same animal.

### RNA in situ hybridization on dissociated retinal cells

Fresh retina was dissociated in Papain (Worthington) and gently pipetting using a 1 ml pipette tip, and the dissociated retina cells were then filtered with 40 µm strainer (pluriStrainer). Filtered retinal cells were then seeded and cultured in a chamber slide (Thermo Fisher) at 37°C in a cell incubator. Following incubation, the cultured retinal cells were washed with PBS and fixed with 4% PFA. Dissociated cells were stained with GFP antibody (AB_2307313; Aves Labs) at 4°C overnight and then hybridized with RNA probes (Advanced Cell Diagnostics Cat.No. 474801-C3 for Mm *Rho*, 524881-C2 for Mm *Gnat1*) for 2 hr at 40°C for 2 hr. Following in situ RNA hybridization steps, slides were stained using secondary antibodies (Jackson ImmunoResearch) and DAPI for 2 hr at room temperature. The fluorescent signals were visualized and captured using Nikon A1HD25 High speed and Large Field of View Confocal Microscope. The mRNA levels were quantified by counting the numbers of RNA dots using ImageJ by another experimenter with group masked.

### Quantitative PCR

RNA was extracted from whole retina using TRIzol (Thermo Fisher Scientific) followed by the Quick-RNA MicroPrep Kit (Zymo Research). RNAs were converted to cDNA using a PrimeScript RT reagent kit with gDNA Eraser (Takara Bio). qPCR was performed using the PowerUp Sybr Green Master Mix (Thermo Fisher Scientific) on QuantStudio 3 Real-Time PCR stems (Applied Biosystems). Gapdh was used as the normalizing control. qPCR primers are listed below:

p27_qPCR_F: TCAAACGTGAGAGTGTCTAACG
p27_qPCR_R: CCGGGCCGAAGAGATTTCTG
CycD1_qPCR_F: CCCAACAACTTCCTCTCCTG
CycD1_qPCR_R: TCCAGAAGGGCTTCAATCTG
Gapdh_qPCR_F: AGGTCGGTGTGAACGGATTTG
Gapdh_qPCR_R: TGTAGACCATGTAGTTGAGGTCA

### Immunohistochemistry

Retinas were dissected and fixed in 4% formaldehyde in PBS for 30 min at room temperature and sectioned at 20 μm thickness by cryostat. Retinal sections were blocked in 5% BSA in PBST (PBS with 0.1% Triton X-100), stained with primary antibodies at 4°C overnight, and washed three times with PBST. Primary antibodies used in this study included rabbit anti-p27^kip1^(1:200, PA5-16717; Thermo Fisher); rabbit anti-cyclin D1 antibody (1:300, 26939-1-AP; Proteintech), goat anti-Otx2 antibody (1:200, AF1979; R&D Systems), mouse anti-HuC/D antibody (1:200, A21271; Thermo Fisher), rabbit anti-GFAP antibody (1:500, Z0334, DAKO), goat anti-Sox2 antibody (1:500, AF2018, R&D Systems), and rabbit anti-Sox9 antibody (1:1000, AB5535; Millipore). Sections were stained using secondary antibodies (Jackson ImmunoResearch) for 2 hr at room temperature. Cell nuclei were counterstained with DAPI (Sigma). TUNEL was performed using an TUNEL BrightRed Apoptosis Detection Kit (Vazyme) according to the manufacturer’s protocol.

### EdU incorporation and BrdU detection assay

EdU (50 mg/kg, Abcam ab146186) or BrdU (100 mg/kg, Abcam 142567) was injected intraperitoneally to label the cells in the S phase. EdU staining was performed using the Click-iT EdU Alexa Fluor Imaging Kit (C10337). For BrdU detection, the retinal sections were incubated with 2 M HCl for 1 hr at room temperature. The sections were rinsed with PBST and incubated with a blocking buffer containing 5% BSA in PBST for 2 hr at room temperature. Primary antibody mouse anti-BrdU (1:300, ab8152; Abcam) was stained overnight at 4°C, and secondary antibodies (Jackson ImmunoResearch) were stained for 2 hr at room temperature.

### Single-cell RNA-seq

#### Library preparation and sequencing of single cells

The FACS-sorted cells from each sample were filtered through a 40 µm strainer (pluriStrainer) and processed with Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3.1 (1000269), Chromium Next GEM Chip G Single Cell Kit (1000127) and Chromium Controller (10x Genomics) according to the manufacturer’s protocol. The constructed libraries were sent to Novogene (Beijing) for NovaSeq paired-end 150 bp sequencing and produced 330 Gb of raw data.

#### Preprocessing, filtering, and clustering of scRNA data

Sequencing results were preprocessed with 10x Genomics Cell Ranger 6.1.1 (Zheng et al., 2017) for demultiplexing, barcode assignment, and unique molecular identifier (UMI) quantification using a standard pipeline for 10× for each of the three samples. We used indexed mouse genome mm10 with added tdTomato and GFP transgenes as a reference. Reads mapping to introns covered more than 34% of all reads. Therefore, they were included in feature counts using ‘include_introns’ option in Cell Ranger count step of the pipeline. Cell Ranger aggregation was applied for merging runs from three samples.

Quality control, filtering, dimensional reduction, and clustering of the data were carried out using the Seurat package in R (Stuart et al., 2019). The cells with less than 2000 expressed features, total UMI count higher than 100,000, and percentage of mitochondrial transcripts more than 15% were disregarded. Features of the Y chromosome, as well as *Xist* and *Tsix* genes of the X chromosome, were excluded to avoid confusing effects of gender.

Further filtering of cells was carried out by only including cells expressing tdTomato (Figure 3—figure supplement 1). Potential cell duplicates were estimated using DoubletFinder method (McGinnis et al., 2019) implemented in R (with parameter settings PC = 10, pK = 0.28, pN = 0.3). The threshold for the expected doublet formation rate was set to 10% to reflect the assumption that cell duplicates can appear relatively commonly in the MG cells. Detected duplicates were excluded from the data (Figure 3—figure supplement 1G and H).

For the remaining cells, Uniform Manifold Approximation and Projection (UMAP) dimension reduction based on eight principal components (PCs) was applied, and cells were clustered using the graphical clustering method in Seurat. Cell types were identified using known marker genes (Clark et al., 2019; Hoang et al., 2020). After removing doublets, cell types in clusters 4–9 other than MG, Rod-MG, and Rod included only a few cells, and 10–30% of the cells were from the control sample, suggesting that these cells are likely to be contaminated (Figure 3—figure supplement 1I and J). After excluding cells in clusters 4–9, the new UMAP and clustering revealed two subclusters of Rod-MG cells (clusters C3-C4, Figure 3—figure supplement 2A). The cells in the subcluster C4 exhibited similar proportional contributions from all three groups and expressed lower level of rod-specific genes such as *Rho* (Figure 3—figure supplement 2B and C). These cells were again defined as contaminated and excluded from the data. The final UMAP was constructed using seven PCs, and the same PCs were used for clustering of cells (Figure 3B).

#### Analysis of scRNA-seq data

The cell cycle state of each cell was defined by the Cell Cycle Scoring function in the Seurat R package. The cells with G2/M and S scores lower than 0.1 were defined to be proliferating (Figure 3—figure supplement 2D and E). Differential gene expression analysis between different cell types or three treatment groups was performed using DESeq2 (Supplementary file 1; Love et al., 2014). Enrichment analysis of top 200 up- and downregulated genes was performed for Gene Ontologies (GO), KEGG, and Reactome pathways using Gprofiler2 R interface to g:Profiler (Raudvere et al., 2019).

### The optomotor and ERG tests

Mouse visual acuity was measured using an Optometry System (Cerebral Mechanics Inc) following the published protocol (Douglas et al., 2005). Testing was done with a grating of 12 degrees/s drifting speed and 100% contrast. The injected right eyes (CCA-treated) and uninjected left eyes (Ctrl) were tested independently for counterclockwise and clockwise grating rotations, respectively. A staircase procedure was used, in which the observer tested low to high visual acuity. Each animal was tested for about 10–15 min per session.

ERG was measured using an Espion E3 System (Diagonsys LLC Inc) as previously described (Hoang et al., 2023). Animals were dark-adapted overnight before the test. After inducing anesthesia with a ketamine:xylazaine injection intraperitoneally, the pupils of both eyes were dilated using Mydrin-P Ophthalmic Solution. Once the pupils were fully dilated, the eyes were maintained moist using a topical gel. The measurement electrodes were then applied to the cornea of both eyes, while the ground electrodes were attached to the mouth and tail. All these steps were performed in the darkroom under dim red light. For scotopic ERG recordings, a multiple 530 nm light with different intensities (increments from 0.01 to 30 cd.s/m^2^) were elicited to stimulate scotopic responses in a specific time interval. For photopic ERG recordings, 5 min exposure under 10 cd.s/m^2^ light intensity was adopted to inhibit the rod function. The photopic response was measured by multiple flashes of 30 cd.s/m^2^ intensity in the illuminated background (10 cd.s/m^2^). The average amplitude and implicit time of a- and b-wave were recorded and exported for further analysis. The b-wave amplitude of the stepwise scotopic responses and that of photopic response at 30 cd.s/m^2^ were shown in figure.

### Statistics

Data were presented as mean ± SEM in all figures. Sample sizes and statistical analysis were indicated for each experiment in figure legend. ANOVA with Tukey’s test was performed to compare multiple groups and Student’s t-test to compare two groups. A p-value<0.05 was considered statistically significant. GraphPad Prism was used to perform statistical analysis and make figures.

## Data Availability

ScRNA-Sequencing data have been deposited in GEO under accession codes GSE225142. The following dataset was generated: WuZ LiaoB YingJ KeungJ ZhengZ AholaV XiongW 2024Simultaneous cyclin D1 overexpression and p27kip1 knockdown enable robust Müller glia cell cycle reactivation in uninjured mouse retinaNCBI Gene Expression OmnibusGSE22514210.7554/eLife.100904PMC1196810840178080

# Supplementary material for: Simultaneous cyclin D1 overexpression and p27kip1 knockdown enable robust Müller glia cell cycle reactivation in uninjured mouse retina
**Source:** eLife. 2025 Apr 3;13:RP100904. doi: 10.7554/eLife.100904
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods  AAV plasmids and vectors |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods  Immunohistochemistry |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods  AAV plasmids and vectors  Quantitative PCR |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | NA |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | NA |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods  Animals |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | NA |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | NA |
| Microbes: provide species and strain, unique accession number if available, and source. |  | NA |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **NA** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | NA |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | NA |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Materials and Methods  Animals |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | 3 |  |
| Define whether data describe technical or biological replicates. | figure legend |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | NA |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All animal procedures performed were approved by the Hong Kong Department of Health under Animals Ordinance Chapter 340 ((24-234) in DH/HT&A/8/2/5 Pt.16). The protocol was approved by the Committee on the Ethics of Animal Experiments of City University of Hong Kong (AN-STA-00000283). |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | NA |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | NA |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No sample or data were ommitted | NA |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Submission form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | scRNA-Sequencing data have been deposited in GEO under accession codes GSE225142. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | NA |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | NA |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | NA |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | NA |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | NA |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

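Single cells from retinas of *Glast Cre-ERT2; Rosa26 LSL-tdTomato* mice were sorted for tdTomato and sequenced as 3 droplet libraries, 1 each for the control, CCA and CCANT groups. The authors deposited a matrix of UMI counts per gene and barcode for each library, from Cell Ranger 6.1.1 with intronic reads counted on mm10 plus tdTomato and GFP, and a joint table of UMI counts for the cells kept after quality control. The values of both are whole counts without normalization. The joint table holds 26167 genes and 10926 cells, and lacks *Xist*, *Tsix* and the Y-linked genes. A median of 93.1% of a cell's library UMIs is present in it for control cells, 99.85% for CCA cells and 99.87% for CCANT cells, so the control library had been thinned to equalise depth. The barcodes of the joint table were matched to the library matrices, and all 10926 were found. All values were computed from the library matrices for these cells, except where a class outside MG was needed. For those classes, all cells with at least 2000 features, at most 100000 UMIs and at most 15% mitochondrial UMIs were used, without the tdTomato filter.

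The libraries held 224515457 (control), 219051219 (CCA) and 222497877 (CCANT) UMIs over all barcodes. Kept cells ranged from 4142 to 90393 UMIs in the control, from 3592 to 84269 in the CCA and from 3906 to 73713 in the CCANT library. MG held 94564799, 79066693 and 61658832 UMIs, which makes counting error small for abundant genes and large for genes such as *Dll3*. With 1 library per group there are no replicates, and cells of a library are not replicates of the treatment, so no p-value or standard error was computed. Ratios carry exact 95% intervals for the ratio of Poisson counts and shares carry exact binomial (Clopper-Pearson) intervals, both for counting error only. A count of 0 is read against a limit of 3 counts.

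Cells were clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) on a graph of 20 neighbours, from log-normalized counts of 2000 variable genes. The kept cells used 7 principal components, as in the methods, and a resolution of 0.3, and the wider set used 20 components and a resolution of 0.5. Markers of each cell type, gene lists, comparisons and the alternatives tried were fixed before the data were examined. Values of some of the named genes in the paper's supplementary table, which comes from these same libraries, had been seen by then. The resolution was chosen after 4 resolutions had been looked at, and the naming rule was set after the clusters had been seen. A cluster took the name of a class when the median log2 level of its markers, relative to the median over the clusters of the wider set, was at least 1.5 with at least 3 markers raised, subject to further conditions. A cluster of another class than MG also needed a marker of that class among its 10 leading genes, and a cluster that passed for MG and for another class was called mixed. A cluster that passed for MG alone was named cycling MG when its S or G2/M markers passed as well. Otherwise it needed an MG marker among its leading genes or a median of at least 3, and no larger number of markers of another class there, so clusters of 679 and 294 cells in the wider set that passed for MG alone took no name. The class of microglia and macrophages in the wider set is 1 cluster that also holds plasma cell transcripts, with *Igkc* at 25560 CPM in the control, 9722 in the CCA and 21220 in the CCANT library, so its values compare mixed immune cells. Sex-linked genes, tdTomato and GFP were left out of the clustering. In the wider set, 9.04% of the control, 12.3% of the CCA and 11.25% of the CCANT cells lay in clusters that took no name. Doublets were not removed a second time, and Scrublet (scanpy 1.11.5, expected rate 5%) was run as an alternative.

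Levels were sums of UMIs over the MG of a library, given as CPM (UMIs per 1000000 UMIs of all genes). The genes reported are those the paper names for these data, the cell type markers, the members of the fixed lists, and the 5 largest rises and 5 largest falls from control to CCA among 6045 genes with at least 20 CPM on average and at least 50 UMIs. Some genes that the paper names for these data are not reported here, and no statement on single genes is meant to cover them, though sums and medians over lists include them. The lists cover 9 IFN pathway genes named in the paper, 28 other interferon-stimulated genes, 28 immediate-early and dissociation genes, 16 p53 target genes, 4 MG genes, 20 rod genes and 2 reactive gliosis genes. The IFN pathway genes are given in the paper as top differing genes of these same libraries, so a fall among them is expected from the choice. A list's median log2 ratio was set beside 10000 random lists of the same size, drawn from genes within 100 ranks in mean level. S and G2/M scores and shares of cells with a UMI were computed after every MG had been thinned at random to 8000 UMIs, which left out 27 control, 74 CCA and 37 CCANT MG of lower depth. Scores above 0.1 counted as proliferating. The overlap with the control library used 30 neighbours among 2771 MG outside the cycling clusters per library. Cells were assigned a sex from at least 3 UMIs of *Xist* with at most 1 of 4 Y-linked genes, or the reverse. The self-test simulated 18190 genes of which 200 changed, and recovered the direction of 198, with 95.4% of the intervals holding the true ratio.

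Alternatives changed 1 choice at a time, except for the cells without the tdTomato filter. Those are the wider set, which also lacks the authors' removal of doublets and clusters and has its own clustering. For the sums the alternatives were median-of-ratios size factors, a total without mitochondrial, rod and immediate-early genes, the mean over cells, MG without the cycling clusters, MG with the mixed cluster, and cells without the tdTomato filter. For clusters, overlap and scores they were the number of components, the resolution, the number and share of neighbours, the genes used, the depth per cell, the threshold and the removal of further doublets. Under these scalings the median log2 ratio of all genes stayed between −0.012 and 0.085. The sheet of differential expression in the paper's Supplementary file 1 could be read for its first 1999 genes only, so genes that fell are not compared with it. Sizes of the MG clusters 1 to 5 were not compared between groups, because these clusters separate largely by library. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, with a fixed seed.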

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

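The tests of *Gm17167* against sex, of the IFN pathway genes and the MG genes in CCANT against sex, and of interferon gamma were chosen after the result was seen, and the other tests of this part before it. Every comparison rests on 1 library per group.

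The genes that tell sex, which the paper's methods state were removed, differ between the libraries. *Xist* was at 1198 CPM in CCA MG, 0.317 in control MG and 651.3 in CCANT MG, and 36.1% of the kept CCANT cells held Y-linked UMIs with at most 1 *Xist* UMI. The control library therefore holds cells of male mice, the CCA library cells of female mice, and the CCANT library both. Within the CCANT library, MG with *Xist* had lower IFN pathway genes than MG with Y-linked UMIs (log2 ratio −0.53, −0.56 to −0.50), but the sexes there are also different mice. For the levels of the IFN pathway genes, sex and the differences between mice or treatments cannot be told apart, because control and CCA share no sex. The tables argue against sex as the whole of the CCANT results. CCANT MG with Y-linked UMIs had a log2 ratio over control of −1.96 for the IFN pathway genes and −0.32 for the MG genes, and only 3.46% of them (2.41 to 4.80) had at least 1 in 10 control cells among their nearest neighbours. No such comparison exists for CCA alone, so sex stays open there.

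*Gm17167*, a noncoding gene on chromosome 4 (42206998 to 42235313), had the largest fall outside the sex-linked genes, and it is not discussed in the paper. It was at 112.9 CPM in control MG, 0.215 in CCA MG and 43.27 in CCANT MG. Sex as the cause is argued against by CCANT MG with *Xist*, which held 31.47 CPM. In rods, cones, bipolar and amacrine cells of the CCA library it was at 0.0242 CPM, against 24.24 in the control library, so the fall is not limited to MG. This is consistent with a difference in genotype between the pooled mice, and no genotype beyond the transgenes is given in the labels. A response to the treatment in every cell type was not tested. *Igha*, an immunoglobulin gene, had a like pattern over all cells, with 162.6 CPM in the control, 0.697 in the CCA and 177.2 in the CCANT library. Of 15658 genes with enough counts, 8 were at least 8-fold apart in MG and in these neurons alike, and these were sex-linked genes apart from *Gm17167* and *Igha*. No explanation was tested for *Igha*.

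The IFN pathway genes were also lower in neurons, which the paper does not analyse. The median of the log2 ratios of CCA over control in rods, cones, bipolar and amacrine cells was −1.11, and all 9 genes were lower in each of these classes, against −1.29 in MG of the same set of cells. In the cluster of microglia, macrophages and plasma cells the median was −0.37, but *Igkc* there was at 25560 CPM in the control and 9722 in CCA, so the mix of cells compared may differ. In pericytes it was −0.13, with 3 genes higher and 6 lower, and the log2 ratio of the sum was −0.07 (−0.19 to 0.04). Library scaling is argued against by the ratio under median-of-ratios factors, −1.31. Part of the level in neurons comes with carried-over MG transcripts, but the remainder also fell, from 287 to 186 CPM in cones and from 104 to 77.5 in amacrine cells. The values of the neurons favour a difference between the pooled retinas that reaches every cell type, and those of the pericytes, from 55 control and 96 CCA cells, go against it, so it stays open. A response of each transduced cell to the control virus also has a value in its favour, since control MG with 2 or more GFP UMIs had a log2 ratio of 0.50 (0.46 to 0.53) over those with none. That ratio is smaller than the fall from control to CCA, and control MG without a GFP UMI stayed well above CCA MG, though GFP counts miss many infected cells. The control library also held more cells of a cluster with T or NK cell and MG transcripts, 0.804% of its cells against 0.304% in CCA and 0.220% in CCANT. *Ifng* was at 0.345 CPM over all control cells (0.272 to 0.433) and 0.205 over all CCA cells (0.149 to 0.277), intervals that just overlap, and 0.0807 over all CCANT cells (0.0470 to 0.129). Within the T or NK cluster it was higher in CCA, with 89.5 CPM (63.0 to 123) against 47.2 in the control (36.6 to 59.8), so the cells themselves did not hold less of it. Interferon gamma from these cells may contribute, and the virus, the immune cells, the sex of the mice and a suppression by CCA all remain open.

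Some other interferon-stimulated genes, outside those the paper discusses, rose in CCA MG. Of the list of 28, 15 were higher and 13 lower, or 14 and 14 under median-of-ratios scaling, and their sum had a log2 ratio of −0.22, so the list as a whole did not rise. The log2 ratio of CCA over control was 1.35 for *Rsad2*, 1.20 for *Ifit1* and 0.87 for *Isg15*, and in CCANT it was 0.23 for *Rsad2*, −0.05 for *Ifit1* (−0.11 to 0.00) and 0.05 for *Isg15*. Under median-of-ratios scaling the CCA ratios were 1.27, 1.12 and 0.79, so scaling does not remove the rise of these 3 genes. Their rise beside a fall of the *Gbp* and *Irgm* families argues against a loss of every interferon response in CCA MG. Less interferon gamma in the CCA retinas stays open, since the *Ifng* level was lower over all CCA cells and higher within their T or NK cluster. Reads shared between paralogs were not tested for these genes.

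Immediate-early and dissociation genes had a median log2 ratio of 0.884 for CCA over control in MG, above all 10000 random lists, and *Btg2* is 1 of the 28. *Btg2*, *Fos*, *Junb*, *Ier2*, *Zfp36*, *Socs3* and *Ccn1* of this list are also given as risen in the paper's differential expression sheet of these libraries. For those members the rank among random lists is therefore not independent support. In rods, cones, bipolar and amacrine cells of the same libraries the median was 0.40, in the cluster of microglia, macrophages and plasma cells 0.46, in pericytes 0.68 and in the T or NK cluster −0.05. A dissociation response of the whole library and a response of the MG to CCA cannot be told apart for these genes, because most classes outside MG show a part of the rise and carried-over MG transcripts add to it. The difference between MG and neurons was not tested.

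*Cdkn1a* had a log2 ratio of 3.01 for CCA over control, from 9.73 to 78.2 CPM, and 2.69 for CCANT, and the paper does not discuss it. The list of 16 p53 target genes that includes it had a median of 0.729 in CCA MG, with 16 genes higher, or 15 under median-of-ratios scaling. In rods, cones, bipolar and amacrine cells the median of the list was 0.07, in the cluster of microglia, macrophages and plasma cells 0.17 and in pericytes 0.34, all below the 0.84 in MG of the same set of cells, so a difference that reaches all cells of the library alike is argued against. A p53 response in MG that received the CCA virus is a candidate explanation. Within the CCANT library, MG with Y-linked UMIs held 77.4 CPM of *Cdkn1a*, and MG with *Xist* 48.6, so CCANT MG of both sexes lay above the control. Without the cycling clusters the median of the list for CCA was 0.629, with 16 genes higher, so its rise is not limited to those clusters. A further role of the cell cycle, the viral dose or DNA damage was not tested.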

How the results depend on the processing

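No paired analysis was possible because each group has 1 library, and no result carries a test. A ratio, level or share is said to have moved when it left the counting interval of the reported value, which is narrow for abundant genes. List medians were judged instead against the spread of the random lists, and cells per library against a 1.5-fold change. These are wider limits, and both kinds are counted among the values that answer a comparison. No ratio whose counting interval left out 0 changed its direction under an alternative run, whether of a summed list or of a single gene that the text names. Within the lists, members near 0 did, as with the 16 p53 targets that were higher in CCA MG, of which 15 were higher under median-of-ratios scaling. Over 154 results, the values that answer a comparison moved under an alternative 59 times and stayed within their limit 154 times, and single genes and further lists moved 172 times and stayed 392 times. The cause of the moves was not tested, except where the alternative itself removes cells or genes.

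Requiring 2 tdTomato UMIs left 2588 control and 2311 CCANT cells by its construction. Double the clustering resolution gave 73.9% MG in the control and 92.16% in the CCA library, with 25.07% and 2.391% of the cells in clusters that took no name. With 15 components, 7.198% of CCA cells lay in cycling clusters. The share of MG with control neighbours was 41.28% for CCA and 6.027% for CCANT with 100 neighbours, 41.28% and 5.197% with a minimum of 1 in 20, and 37.35% and 6.496% with 15 components, where the control share was 99.82%. Leaving out the differing genes gave 58.75% and 21.73%, and thinned cells gave 4.341% for CCANT. With genes of a 1.5-fold difference left out, the cluster poor in control cells held 0.1884% of control, 26.04% of CCA and 15.73% of CCANT MG. Proliferating MG were 0.05417%, 7.714% and 2.929% in the control, CCA and CCANT libraries at a threshold of 0.2, 0.05378% in the control when not thinned, and 0.182% and 13.09% in the control and CCA libraries without the tdTomato filter. Here and below, cells without the tdTomato filter also lack the authors' removal of doublets and clusters and were clustered anew.

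Among the log2 ratios of CCA over control, median-of-ratios factors gave −1.31 for the IFN pathway genes, −0.27 for the MG genes, 0.43 for the gliosis genes, −0.72 for *Ccnd1* and −1.49 for *Cdkn1b*. The mean over cells gave −1.29, −0.21, 0.54 and −0.70 for the first 4 of these, and MG without the cycling clusters gave −1.19, −0.13, 0.46 and −0.71. Without the tdTomato filter the IFN, MG and gliosis ratios were −1.33, −0.26 and 0.49, and with the mixed cluster the MG ratio was −0.21. Among the ratios of CCANT over control, median-of-ratios factors gave −2.26 (IFN), −0.37 (MG) and 0.31 (gliosis), and the mixed cluster gave −2.25 (IFN) and −0.38 (MG). The MG ratio was −0.32 with the reduced total and with the mean over cells, and −0.30 without the cycling clusters. Without the tdTomato filter the gliosis ratio was 0.33 and that of *Ccnd1* −0.78, which was also its value without the cycling clusters. With the mixed cluster, the median ratio of the rod genes was 1.39 for CCA and 2.271 for CCANT. The rod level in MG was 480.1 (control) and 884.1 (CCA) CPM as a mean over cells, and 497.3, 871.4 and 1212 in the 3 libraries without the tdTomato filter.

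Depth limits the results for rare transcripts. *Dll3* in control MG rests on 17 UMIs, and at 8000 UMIs per cell a cell without a UMI of such a gene is not shown to lack its expression.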

Differences from the paper's values

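The kept cells are those of the authors' table, so their counts match the paper's by construction, and the filters alone left 4404 control, 5011 CCA and 4206 CCANT cells before doublets and clusters were removed. The differential expression sheet of the paper's Supplementary file 1, which was readable for its first 1999 genes, gives log2 ratios over control that were set beside ratios of summed UMIs over all kept cells. The paper's ratios come from DESeq2, with the replicates not stated, and the values here have counting error only, so small differences exceed it. Over the 1999 genes the median difference for CCA was 0.005, and 1523 genes (76.2%) had both values within 0.2. For the named genes in the sheet that are reported, 46 of 50 values lay further apart than the counting interval, and 0 of them had another sign. In each pair that follows, the paper's value comes first and the value here after it, for CCA and then for CCANT.

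Among reactive and signaling genes, the paper's *Vim* is 0.49 (0.44 here) and 0.29 (0.21 here), its *Btg2* 1.57 (1.45) and 1.39 (1.27), its *Hes1* 0.42 (0.32) and 0.50 (0.35), and its *Id3* for CCANT 0.41 (0.37). The paper's *S100a6* is 0.75 (0.72 here) and 1.35 (1.29), its *Mt1* 1.11 (1.01) and 1.21 (1.11), and its *Mt2* 1.26 (1.15) and 1.45 (1.34). The paper's *Zfp36* is 1.68 (1.5 here) and 1.61 (1.44), its *Socs3* 2.13 (1.89) and 2.00 (1.86), its *Ccn1* 1.06 (0.94) and 0.98 (0.89), its *Ier2* 1.25 (1.15) and 1.20 (1.10), its *Junb* 1.31 (1.17) and 1.34 (1.22), and its *Fos* 1.08 (0.97) and 1.07 (0.94).

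Among neuronal genes, the paper's *Neurod1* is 0.73 (1.08 here) and 1.39 (1.83), its *Otx2* 0.31 (0.78) and 0.47 (1.36), its *Crx* 0.51 (0.81) and 0.98 (1.47), its *Nrl* 1.36 (1.60) and 2.30 (2.55), and its *Syt1* 0.89 (0.67) and 0.70 (0.57). The paper's *Gnat1* is 1.81 (1.61 here) and 2.69 (2.56), its *Gngt1* 2.03 (1.84) and 3.21 (3.09), and its *Rcvrn* for CCA 1.95 (1.83). Among cell cycle genes, the paper's *Mki67* is 2.52 (5.70 here) and 1.22 (4.23), its *Mcm5* 0.69 (3.09) and 0.41 (2.05), and its *Mcm6* 0.99 (2.29) and 0.69 (1.74).

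The alternatives set before the data were examined that apply to all kept cells were median-of-ratios factors, the reduced total, the mean over cells and the removal of the cycling clusters. Without the cycling clusters, *Mcm6* for CCA (1.05) and *S100a6* for CCA (0.75) came within the counting interval of the paper's value, and as a mean over cells *Nrl* for CCANT did (2.39). The other values differed from the paper's under each of the 4 alternatives. The sheet's columns of the percent of expressing cells for its groups B and C hold the same entry in all 1999 genes, so they were not used.

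Some statements differ from the values here. The paper states that rods appeared at similar proportions in the groups, and here they were 0.240% of control, 0.746% of CCA and 0.427% of CCANT cells. The paper's methods define proliferating cells by G2/M and S scores lower than 0.1, which in CCA would take 3255 of 3604 thinned MG, whereas here scores above 0.1 were used.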

Other observations

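The tests of this part were planned before the results they measure were seen. The rod genes were higher in the MG of the CCA and CCANT libraries, and so they were in amacrine cells, with a log2 ratio of 0.82 for CCA over control, and in the cluster of microglia, macrophages and plasma cells, from 895.4 to 2056 CPM. In pericytes they fell from 2006 CPM in the control to 1314 in CCA (log2 ratio −0.61, −0.70 to −0.52), with all 20 genes lower, and rose to 3477 in CCANT. More free rod RNA in the suspensions would raise them in every class, so for CCA the values go both ways and it stays open. A rod program in MG would have to lie beyond this rise, and none was tested for.

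Cells of the mixed MG and rod cluster may be doublets, may carry attached rod material or may express both programs. In the CCANT library, which holds both sexes, 3.56% of the kept mixed cells (1.96 to 5.90) held both *Xist* and Y-linked UMIs, against 2.65% of the MG (2.09 to 3.30), and the intervals overlap. In clusters of mixed MG and amacrine transcripts, which the authors' filters removed, 52.3% did, and in mixed MG and bipolar clusters 49.3%. Doublets formed at random between retinas are argued against for the kept cells, while rod material attached to an MG of the same retina would carry 1 sex and stays open. Over all mixed MG and rod cells without the tdTomato and doublet filters the share was 9.80% (7.99 to 11.9), against 3.66% in MG, so some of those are doublets.

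The rule on the largest changes named *Xist*, *Cenpf*, *Ckap2*, *Top2a* and *Tsix* as rises from control to CCA. *Cenpf* rose from 0.476 to 87.1 CPM, *Ckap2* from 0.857 to 69.5, *Top2a* from 1.40 to 84.1 and *Tsix* from 2.31 to 131.6. The falls were *Kdm5d* and *Eif2s3y*, with 0 UMIs in CCA MG and at least 1130-fold and 2070-fold lower, *Uty* from 125.2 to 0.0127 (1 UMI), *Gm17167*, and *Ddx3y* from 64.0 to 0.885. *Otx2* was at 2.50, 3.30 and 3.75 CPM in control, CCA and CCANT MG, and found in 1.87%, 2.44% and 3.04% of cells against 4.72%, 7.84% and 10.98% of the same immune cell cluster.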
